# *SCL*, *LMO1* and *Notch1* Reprogram Thymocytes into Self-Renewing Cells

**DOI:** 10.1371/journal.pgen.1004768

**Published:** 2014-12-18

**Authors:** Bastien Gerby, Cedric S. Tremblay, Mathieu Tremblay, Shanti Rojas-Sutterlin, Sabine Herblot, Josée Hébert, Guy Sauvageau, Sébastien Lemieux, Eric Lécuyer, Diogo F. T. Veiga, Trang Hoang

## Abstract

The molecular determinants that render specific populations of normal cells susceptible to oncogenic reprogramming into self-renewing cancer stem cells are poorly understood. Here, we exploit T-cell acute lymphoblastic leukemia (T-ALL) as a model to define the critical initiating events in this disease. First, thymocytes that are reprogrammed by the SCL and LMO1 oncogenic transcription factors into self-renewing pre-leukemic stem cells (pre-LSCs) remain non-malignant, as evidenced by their capacities to generate functional T cells. Second, we provide strong genetic evidence that SCL directly interacts with LMO1 to activate the transcription of a self-renewal program coordinated by LYL1. Moreover, LYL1 can substitute for SCL to reprogram thymocytes in concert with LMO1. In contrast, inhibition of E2A was not sufficient to substitute for SCL, indicating that thymocyte reprogramming requires transcription activation by SCL-LMO1. Third, only a specific subset of normal thymic cells, known as DN3 thymocytes, is susceptible to reprogramming. This is because physiological NOTCH1 signals are highest in DN3 cells compared to other thymocyte subsets. Consistent with this, overexpression of a ligand-independent hyperactive *NOTCH1* allele in all immature thymocytes is sufficient to sensitize them to SCL-LMO1, thereby increasing the pool of self-renewing cells. Surprisingly, hyperactive *NOTCH1* cannot reprogram thymocytes on its own, despite the fact that *NOTCH1* is activated by gain of function mutations in more than 55% of T-ALL cases. Rather, elevating *NOTCH1* triggers a parallel pathway involving *Hes1* and *Myc* that dramatically enhances the activity of *SCL-LMO1* We conclude that the acquisition of self-renewal and the genesis of pre-LSCs from thymocytes with a finite lifespan represent a critical first event in T-ALL. Finally, *LYL1* and *LMO1* or *LMO2* are co-expressed in most human T-ALL samples, except the cortical T subtype. We therefore anticipate that the self-renewal network described here may be relevant to a majority of human T-ALL.

## Author Summary

Deciphering the initiating events in lymphoid leukemia is important for the development of new therapeutic strategies. In this manuscript, we define oncogenic reprogramming as the process through which non-self-renewing progenitors are converted into pre-leukemic stem cells with sustained self-renewal capacities. We provide strong genetic evidence that this step is rate-limiting in leukemogenesis and requires the activation of a self-renewal program by oncogenic transcription factors, as exemplified by *SCL* and *LMO1*. Furthermore, NOTCH1 is a pathway that drives cell fate in the thymus. We demonstrate that homeostatic NOTCH1 levels that are highest in specific thymocyte subsets determine their susceptibilities to oncogenic reprogramming by *SCL* and *LMO1*. Our data provide novel insight into the acquisition of self-renewal as a critical first step in lymphoid cell transformation, requiring the synergistic interaction of oncogenic transcription factors with a cellular context controlled by high physiological NOTCH1.

## Introduction

An important attribute of stem cell populations is the capacity to self-renew indefinitely both in normal development and during the process of cell transformation. Cancer stem cells, initially identified in acute myeloblastic leukemias [1], can self-renew indefinitely to propagate and maintain the disease [2]. This led to the experimental definition of leukemia initiating cell (LIC) characterized by their capacities to initiate the disease in transplanted host mice [1], [3]. Important questions remain to be resolved with regards to the nature of the cell of origin of cancer, that is the normal cells from which cancer originates [4]–[6] and the mechanisms that drive the transition to an initiated state [7]. It was initially thought that the capacity for self-renewal of LICs, also referred to as leukemic stem cells (LSCs), is conferred by the cell of origin of cancer, that is, primitive hematopoietic stem/progenitor cells (HSPCs), even though the leukemic phenotype is manifest in differentiating myeloblasts [3]. Alternatively, oncogenes acting on committed progenitors can induce a stem cell gene signature [8], leading to the reprogramming of non-self-renewing progenitors into pre-leukemic stem cells (pre-LSCs) [9], [10]. Nonetheless, only subsets of progenitors are susceptible to oncogenic reprogramming, raising questions on the molecular events that determine the susceptibility of target cells to oncogenes.

Normal thymic progenitors have limited if any self-renewal capacity [11], [12]. Bone marrow-derived progenitors settle in the thymus and gradually acquire T cell characteristics while losing “stemness” [13]. The NOTCH1 pathway is a master regulator of thymopoiesis acting at several steps, in particular at the DN3 stage where NOTCH1 together with the pre-TCR drives irreversible T-lineage commitment [14]. *NOTCH1* gain-of-function mutations were found in more than half of human T-ALL [15] and in most mouse models [16], [17]. The significance of *Notch1* for oncogenic transformation has been well established whereas the role of *Notch1* in hematopoietic stem cell (HSC) self-renewal has been controversial (reviewed in [18]). NOTCH activity is highly context-dependent [19]. Hence, a hyperactive *Notch1* allele (*NICD*; hereafter referred to as the *Notch1* oncogene) is shown to cause an exhaustion of HSCs at the expanse of T-LSCs [20]. Once transformed, LICs in *Notch1*-induced T-ALL depend on continued Notch1 signals for maintenance [15], [21]–[23] and on several downstream effectors that include *Hes1* [24]–[28] and Myc [27], [29]. These LICs were found in the immature single positive (ISP8) population, raising the question whether or not ISP8 are the cell of origin of T-ALL. Moreover, Notch1 is a weak tumor initiator [30]. Finally, the importance of *Notch1* in pre-LSCs remains to be clarified.

Self-renewal in normal HSCs is controlled by a network of transcription factors [31]. This network includes the basic helix-loop-helix (bHLH) transcription factors SCL/TAL-1 [32], [33] and the highly homologous LYL1 [34]. Both SCL [35] and LYL1 form DNA binding heterodimers with E-proteins (e.g. E2A and HEB) that are also bHLH factors and directly interact with nuclear co-factors LIM-only (LMO) proteins to form transcription complexes that drive lineage-specific gene expression in hematopoietic cells [36], [37]. SCL is partly redundant with LYL-1 in HSCs [34]. *SCL*, *LYL1* and *LMO1/2* expression decreases drastically at early stages of T-cell differentiation [13]. Their ectopic expression in the thymus, commonly driven by chromosomal rearrangements, is associated with T-ALL [38].

Overexpression of *LMO1* or *LMO2* in the thymus induces leukemia in mice with low penetrance and long latency [39]. This results from the emergence of pre-LSCs with altered gene expression [9]. Strikingly, T-ALL onset is accelerated by genetic collaboration with SCL [40], [41]. How SCL induces T-ALL remains to be clarified. Indeed, two mechanisms have been proposed for *SCL*-mediated leukemogenesis. SCL heterodimerizes with and inhibits the activity of E-proteins [42]–[44] [45]–[47], in particular of E2A and HEB that are nodal regulators in the T lineage (reviewed in [48], [49]). Accordingly, SCL inhibitory activity is sufficient to cause differentiation arrest in both B- [50] and T lineages [51]. Inhibition of E protein and differentiation blockade were, however, insufficient for leukemogenesis since most SCL transgenic lines did not develop T-ALL [40], [51], [52], with the exception of one transgenic model [53], [54]. In parallel, inhibitor of DNA-binding ID1 that sequesters E2A/HEB away from DNA was found to induce T-ALL in transgenic mice [55]. This led to the current view that bHLH oncogenic transcription factors that include SCL (or TAL1), TAL2 and LYL1 form inactive transcriptional complexes that induce T-ALL via inhibition of E proteins (reviewed in [49], [56]). With the predicament that cancer development is a Darwinian evolutionary process, the natural selection for genetic variants in which E proteins are inhibited should involve a variety of mechanisms, upregulation of bHLH transcription factors, of ID1-4 proteins that sequester E proteins away from DNA and/or inactivation of E protein encoding genes. The absence of the two latter categories so far in human T-ALL samples argues in favor of the second hypothesis, that transcription activation by oncogenic bHLH factors is an important leukemogenic driver. In support of this hypothesis, there is evidence for target gene activation in leukemic T cells [9], [57]–[60]. Nonetheless, how the SCL-LMO1/2 collaboration establishes a pre-leukemic state to initiate T-ALL remains ill-defined. Recently, *Lyl1* gene invalidation is shown to abrogate *LMO2* self-renewal activity in pre-LSCs, suggesting that *Lyl1* is an important downstream target of *LMO2* [61]. However, overexpressing *LYL1* on its own is clearly insufficient for thymocyte reprogramming [9], indicating that the molecular context for cell transformation and/or thymocyte reprogramming by *LYL1* remains to be uncovered. The inability of *SCL* or *LYL1* to induce T-ALL on their own and the long latency required for *LMO1/2-*induced leukemogenesis strongly support the view that oncogene cooperativity drives synergistic modulation of gene expression, associated with major change in cellular reorganization [62]. Understanding the process of oncogene cooperativity in leukemia initiation can reveal mechanisms that control the growth of leukemic stem cells [63].

Recent genome-wide studies of leukemic samples at diagnosis have been highly informative on the mutational process and potential driver mutations in acute leukemias [64], [65]. These powerful approaches did not allow for a clear distinction between initiating events in leukemogenesis and collaborating events that contribute to disease progression, which were revealed through two distinct approaches, the study of rare monochorionic twins [10] or of mouse models. Major questions remain nonetheless to be investigated. For example, it is not clear what determines the nature of the target cells of oncogenic reprogramming [5].

We used converging genome-wide approaches together with molecular and genetic approaches to provide novel evidence how the necessary collaboration between *SCL, LMO1* and *Notch1* determines the target cells of transformation in T-ALL and to identify novel mechanisms by which these oncogenes cooperate to activate stem cell genes and to convert normal thymocytes into self-renewing pre-LSCs. In particular, transcription activation posits a requirement for direct SCL-LMO1 interaction to assemble transcription activation complexes at target loci. In the present study, we generated transgenic mice expressing a mutant SCL that is unable to associate with LMO1/2 but retains its capacity to inhibit E2A/HEB, to provide genetic evidence for the importance of transcription activation in thymocyte reprogramming and in leukemogenesis.

## Results

### *SCL* and *LMO1* oncogenes confer an aberrant self-renewal to DN3 pre-leukemic thymocytes

The capacity for sustained self-renewal is best observed in serial transplantation assays. While normal thymocytes did not engraft in transplanted hosts, *SCL* ^tg^ *LMO1* ^tg^ thymocytes afforded thymic reconstitution which was sustained through three serial transplantations (**Fig. 1A–C** **)**. Thymocyte differentiation in the thymus progresses from the double negative stages (DN1-4) to the CD4^+^CD8^+^ double positive (DP) stage and finally mature single positive CD4^+^ (SP4) or CD8^+^ (SP8) cells (**S1A,B Fig.**). In primary and secondary transplantation, donor-derived cells retained a capacity to give rise to DP cells. However, after the tertiary transplantation, the proportion of donor-derived DN3 thymocytes increased markedly (**Fig. 1B**), resulting in a cumulative 75-fold amplification (**Fig. 1C**). In contrast, the other thymocyte subsets decreased during the same time-frame. We transplanted purified ETP, DN1-4 and DP populations from pre-leukemic *SCL* ^tg^ *LMO1* ^tg^ mice (**Fig. 1D**). Only purified DN3 cells efficiently engrafted the thymus of recipient mice, (*left panel*). A fraction of mice transplanted with DN1 and DN2 cells exhibited less than 1% engrafment and were “negative” by definition, although this was different from the absence of engrafment from DP cells. Furthermore, purified DN3 thymocytes retained the capacity to differentiate *in vivo* into DP and SP cells and, at the same time, to expand and self-renew (*right panel*).

**Figure 1:**
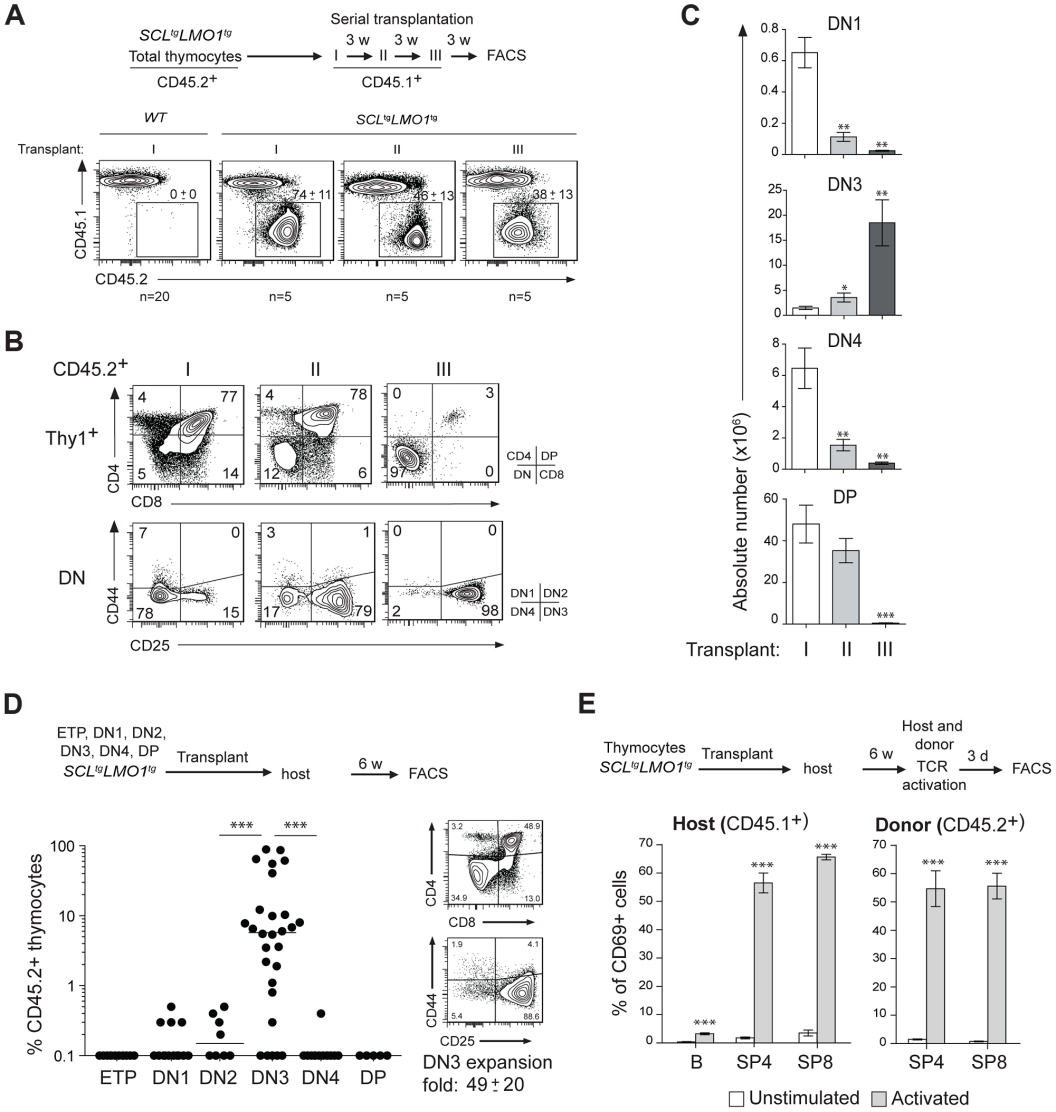
The *SCL* and *LMO1* oncogenes confer an aberrant self-renewal potential to DN3 pre-leukemic thymocytes. (**A–C**) Pre-leukemic *SCL* ^tg^ *LMO1* ^tg^ thymocytes exhibit an aberrant self-renewal potential. Pre-leukemic *SCL* ^tg^ *LMO1* ^tg^ thymocytes (CD45.2^+^) were serially transplanted into primary (I), secondary (II) and tertiary (III) recipient mice (CD45.1^+^) (1.5×10^7^ cells/mouse, 5 mice per group). Donor-derived thymocytes (CD45.1^-^CD45.2^+^) in the thymus were analyzed by flow cytometry 3 weeks after each transplantation. Note the absence of engrafment of wild type (WT) thymocytes when transplanted into primary mice (A). Immunophenotype of donor-derived thymocytes was assessed by flow cytometry (FACS) (B) and the absolute numbers of donor-derived DN1, DN3, DN4 and DP thymocytes were calculated after each transplantation (C). (**D**) *SCL-LMO1*-induced self-renewal activity is almost exclusively present in DN3 thymocytes. Purified thymocyte subpopulations (ETP, DN1-4, DP) from *SCL* ^tg^ *LMO1* ^tg^ mice were transplanted (5×10^4^ cells per mouse). Recipient mice were analyzed for engraftment as above (*left panel*). Representative flow cytometry profiles of thymocytes generated by transplanted DN3 cells (right panel). There was a net 49-fold amplification of DN3 cells in vivo. (**E**) Engrafted *SCL* ^tg^ *LMO1* ^tg^ thymocytes generate functional T cells in vivo that respond to TCR activation. Purified T cells were stimulated (activated) or not (control) with anti-CD3/CD28 beads and analyzed within the donor-derived SP4 and SP8 cells for expression of the CD69 activation marker. Host T and B cells served as positive and negative controls, respectively.

Interestingly, donor-derived SP4 or SP8 thymocytes recovered from transplanted mice were activated by TCR stimulation to the same extent as normal host thymocytes by upregulating the CD69 activation marker (**Fig. 1E**). This indicates that engrafted *SCL* ^tg^ *LMO1* ^tg^ thymocytes were non-leukemic. Accordingly, transplanted mice remained aleukemic, with small thymi and normal spleen size, despite the elevated expansion of DN3 thymocytes (**S1C Fig.**). Together, our results indicate that the *SCL* and *LMO1* oncogenes reprogram DN3 thymocytes into pre-LSCs that have acquired de novo self-renewing activity and retained their capacity to differentiate into functional T cells.

### The activity of SCL-LMO1 in DN3 thymocytes is sensitive to NOTCH levels

The DN3 stage in the thymus marks T-lineage commitment driven by NOTCH1 acting in concert with the pre-TCR. We therefore addressed the question whether these two pathways contribute to DN3 cell reprogramming by *SCL-LMO1.* We first addressed the functional importance of NOTCH1 in this process by lowering or increasing NOTCH activity. The expansion of pre-leukemic *SCL-LMO1* DN3 cells was recapitulated in vitro by co-culture on OP9 stromal cells expressing the NOTCH ligand Delta-like-1 (OP9-DL1) [66] (**Fig. 2A**). DAPT, an inhibitor of the -secretase, abrogated this expansion (**Fig. 2A**) without affecting the viability of the OP9-DL1 stromal cells (**S2 Fig.**). Strikingly, DAPT-treated DN3 cells were no longer able to engraft compared to control cells exposed to the vehicle alone when transplanted at equal numbers, suggesting that physiologic Notch1 signaling is required for SCL-LMO1 activity. We then addressed the consequences of supraphysiologic *Notch1* signaling on thymocyte reprogramming. Oncogenic *Notch1* has well established functions in leukemia induction and leukemia maintenance (reviewed in [18]). Nonetheless, the role of *Notch1* during this initial transition stage from a cell with finite life span to an aberrantly self-renewing pre-LSC remains to be addressed. Surprisingly, pre-leukemic *Notch1* ^tg^ thymocytes did not repopulate the thymus of recipient mice (**Fig. 2B**). Rather, *Notch1* significantly enhanced the engraftment of *SCL* ^tg^ *LMO1* ^tg^ thymocytes (**Fig. 2B**). These cells also became independent of the thymic microenvironment (**S3A–B Fig.**). Therefore, *Notch1* acts as a strong enhancer of SCL-LMO1 self-renewal activity but lacks intrinsic reprogramming activity in the absence of other oncogeneic transcription factors.

**Figure 2:**
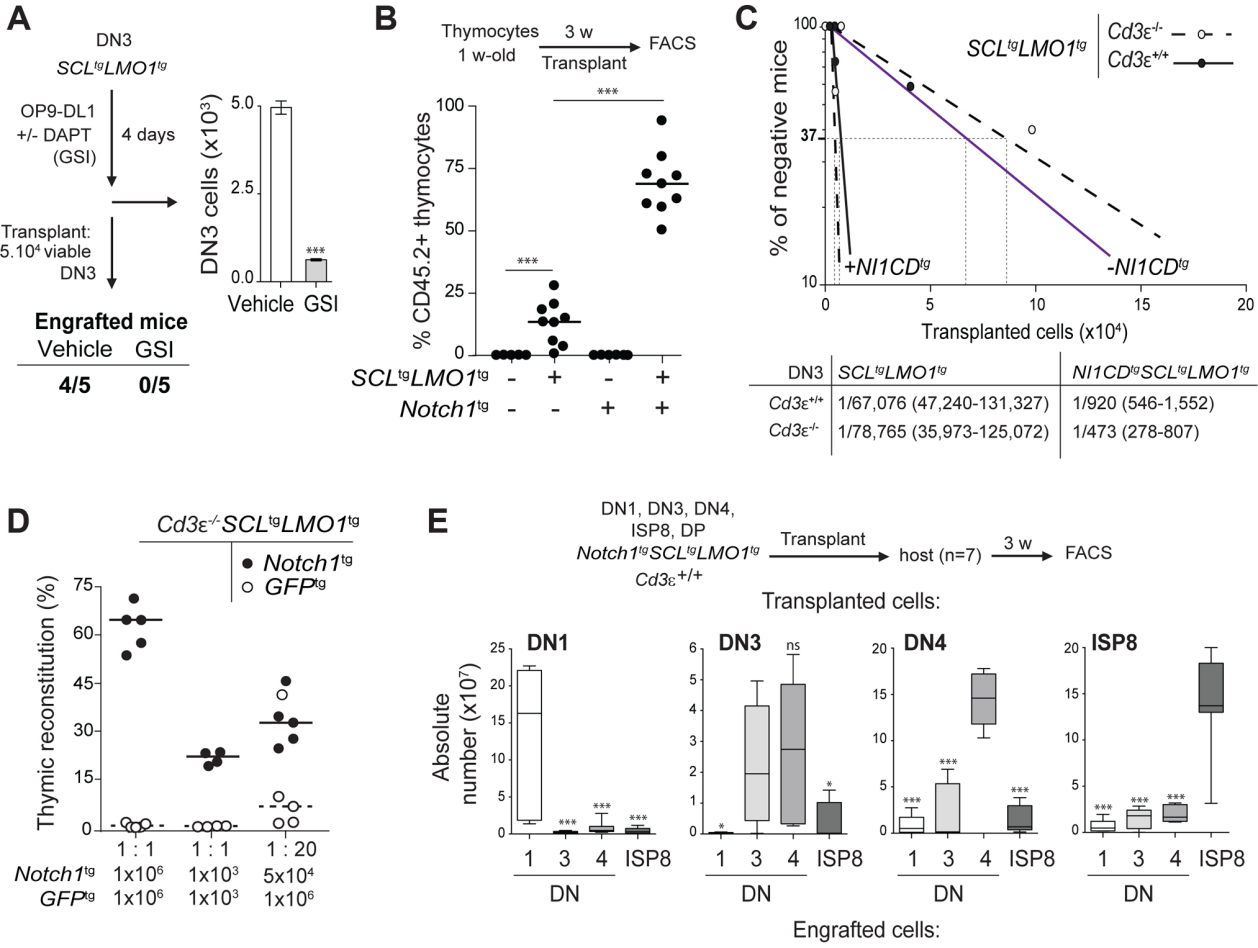
Notch1 collaborates with SCL-LMO1 to increase the pool of pre-LSCs and their competitiveness independently of a functional pre-TCR. (**A**) The engraftment of *SCL-LMO1* DN3 thymocytes is abrogated by γ-secretase inhibitor (GSI) treatment prior to transplantation. DN3 thymocytes were purified from pre-leukemic *SCL* ^tg^ *LMO1* ^tg^ mice and co-cultured on OP9-DL1 stromal cells in the presence or absence (vehicle) of 2.5 µM DAPT (GSI) for 4 days. The total numbers of viable cells recovered per culture are shown (*right panel*). Following drug treatment, equal numbers of viable cells were transplanted (5×10^4^ per mouse, n = 5). Engrafted mice: number of positive mice showing thymic reconstitution per group. (**B**) A hyperactive *Notch1* allele is insufficient to induce aberrant self-renewal in thymocytes but significantly enhances the engraftment of *SCL* ^tg^ *LMO1* ^tg^ thymocytes. Total thymocytes (1.5×10^7^) from 1-week-old mice of the indicated genotype were transplanted; recipient mice were analyzed for thymic engraftment 3 weeks later. (**C**) Oncogenic *Notch1* increases the frequencies of *SCL-LMO1* pre-LSCs independently of a functional pre-TCR. Purified DN3 thymocytes from *SCL* ^tg^ *LMO1* ^tg^ and *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ mice with (*Cd3ε* ^+/+^) or without (*Cd3ε* ^-/-^) a functional pre-TCR were transplanted in limiting dilution assays (*upper panel*). Mice were scored positive when T-cell lineage reconstitution was more than 1%; pre-LSC frequencies and confidence intervals (*lower panel*) were calculated by applying Poisson statistics using the Limiting Dilution Analysis software (StemCell Technologies). (**D**) *Cd3ε* ^-/-^ *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ pre-leukemic thymocytes outcompete *Cd3ε* ^-/-^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes. Reconstitution by *Cd3ε* ^-/-^ *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ (CD45.2^+^ GFP^-^, closed circles) and *GFP* ^tg^ *Cd3ε* ^-/-^ *SCL* ^tg^ *LMO1* ^tg^ (CD45.2^+^ GFP^+^, open circles) thymocytes transplanted with the indicated cell numbers at 1∶1 or 1∶20 ratio. (**E**) *Notch1* expands the cellular targets of *SCL-LMO1* to DN1-4 and ISP8 cells. Pre-leukemic thymocyte subsets (DN1-4, ISP8 and DP) were purified from *Notch1^tg^SCL^tg^LMO1* ^tg^ mice and transplanted at 5×10^4^ cells per recipient mouse. The absolute numbers of donor-derived DN1-4 and ISP8 cells was calculated for each transplantation.

### *Notch1* oncogene confers a proliferative advantage to *SCL-LMO1*-induced pre-LSCs independently of a functional pre-TCR

To determine whether the *Notch1* oncogene modifies the frequency of *SCL-LMO1* pre-LSCs and/or their expansion at the clonal level, we performed limiting dilution assays using DN3 pre-leukemic thymocytes (**Fig. 2C**). A hyperactive *Notch1* allele increased by 60-fold the frequency of *SCL-LMO1-*induced pre-LSCs (**Fig. 2C**). In contrast, *Notch1* did not significantly modify the expansion potential of individual pre-LSC when transplanted at ∼1 competitive repopulating unit, (**S3C Fig.**). Therefore, *Notch1* expands the pool of *SCL* ^tg^ *LMO1* ^tg^ pre-LSCs *in vivo*. We took advantage of the *Tcrβ* gene rearrangement as a clonal mark to assess the diversity of pre-LSCs in transplantation assays (**S3D Fig.**). Pre-leukemic thymocytes were polyclonal before transplantation. Engrafted *SCL* ^tg^ *LMO1* ^tg^ thymocytes exhibited an oligoclonal signature whereas *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes remained polyclonal after transplantation. Furthermore, we ruled out the possibility that *SCL* ^tg^ *LMO1* ^tg^ thymocytes had acquired *Notch1* mutations (**S1 Table**). These results indicated that a limited number of *SCL-LMO1* expressing clones were able to self-renew in the absence of *Notch1* while multiple clones were able to self-renew in the presence of *Notch1*.

We next addressed the role of the pre-TCR in the self-renewal activity induced by *SCL-LMO1* and *Notch1*. We exploited the *Cd3ε* ^-/-^ genetic mouse model in which thymocyte differentiation is blocked at the DN3a stage because of a non-functional pre-TCR/TCR (**S1 Fig. and S4A Fig.**). We observed that pre-TCR signalling did not modify the frequency of *SCL-LMO1*-induced pre-LSCs nor the genetic collaboration between *Notch1* and *SCL-LMO1* in thymocyte reprogramming (**Fig. 2C**). Moreover, the transplantation of pre-leukemic *Cd3*ε^-/-^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes resulted in thymic reconstitution in primary, secondary and tertiary recipient mice (**S4B Fig.**, *left panel*), associated with DN3 cell expansion over serial transplantations (**S4B Fig.**, *right panel*), as observed with *SCL* ^tg^ *LMO1* ^tg^ thymocytes (**Fig. 1C**).

We therefore took advantage of *Cd3ε* ^-/-^ mice to specifically assess the effects of the *Notch1* transgene. We transplanted *SCL* ^tg^ *LMO1* ^tg^ thymocytes in competition with *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes. The formers were marked with GFP to distinguish between the two cell types. Strikingly, the hyperactive *Notch1* allele conferred a marked competitive advantage to *SCL* ^tg^ *LMO1* ^tg^ pre-leukemic thymocytes when transplanted at equal concentrations both at the limiting (1×10^3^) and higher (1×10^6^) cell doses (**Fig. 2D and S** **4C Fig.**). *SCL* ^tg^ *LMO1* ^tg^ *Gfp* ^tg^ thymocytes became competitive only when transplanted at 20-fold excess. These results indicate that oncogenic *Notch1* confers a competitive advantage to *SCL* ^tg^ *LMO1* ^tg^ pre-LSCs.

### Constitutive *Notch1* activation expands the pool of *SCL-LMO1*-induced pre-LSCs to all DN-ISP8 populations

In addition, the capacity of *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes to engraft was no longer confined to DN3 but was found in all DN subsets (DN1-DN4) and immature single-positive CD8 (ISP8) cells but not in DP thymocytes (**S4D Fig.**). Strikingly, these purified DN-ISP8 thymocytes preferentially gave rise to the same populations in transplantation, indicative of self-renewal activity (**Fig. 2E**). Therefore, elevating *Notch1* activity was sufficient to convert all immature thymocytes (DN1 to ISP8) into cellular targets of *SCL-LMO1* reprogramming activity. This expansion of cellular targets concur with the limiting dilution assay indicating that *Notch1* increased the frequency of pre-LSCs.

We conclude that NOTCH1 levels determine the expressivity of *SCL-LMO1* in thymocyte reprogramming.

### The *Notch1-Hes1*/*Myc* pathway as an enhancer of *SCL/LMO1* self-renewal activity

Our findings indicate that SCL-LMO1 self-renewal activity is confined to the DN3 stage (**Fig. 1D**), is GSI-responsive and is sensitive to NOTCH1 levels (**Fig. 2A–B**). Interestingly, DN3 thymocytes are normally more sensitive to decreased *Notch1* gene dosage compared to earlier thymocyte progenitors [67]. We therefore capitalized on the comprehensive gene expression data from the Immunological genome project (Immgen) together with NOTCH1 ChIP-Seq data [68] and HSC self-renewal resources to inform about candidate genes in pre-LSC self-renewal. First, we investigated the upregulation pattern of NOTCH1-bound genes that are GSI-responsive during early thymocyte differentiation. Considering genes that increased by more than 1.3-fold at each transitional stage, the analysis revealed that the percentage of up-regulated NOTCH1-bound genes steadily increased from the ETP to the DN3a stage and decreased thereafter (**Fig. 3A** **and S2 Table**) as expected (reviewed in [69]). The general trend was also observed for the total transcriptome but the magnitude of the effect was stronger for the NOTCH1-bound genes (**Fig. 3A**). Furthermore, NOTCH1-bound genes sharply decreased at the DP stage when the total transcriptome increased. Finally, DN3 cells in WT and *SCL-LMO1* mice exhibit the highest levels of *Notch1* and *Notch3* genes and of the NOTCH reporter activity in Transgenic Notch Reporter (*TNR* ^tg^) mice (**S5A–B Fig.**) as reported [23]. Therefore, NOTCH activity was highest in DN3 thymocytes, coinciding with the self-renewal activity of *SCL-LMO1*. *MYC* has been implicated downstream of *NOTCH1* in T-ALL [27]. Interestingly, we found that the increase in MYC target genes coincided with that of NOTCH1 and peaked at the DN2-DN3a transition (**Fig. 3A**).

**Figure 3:**
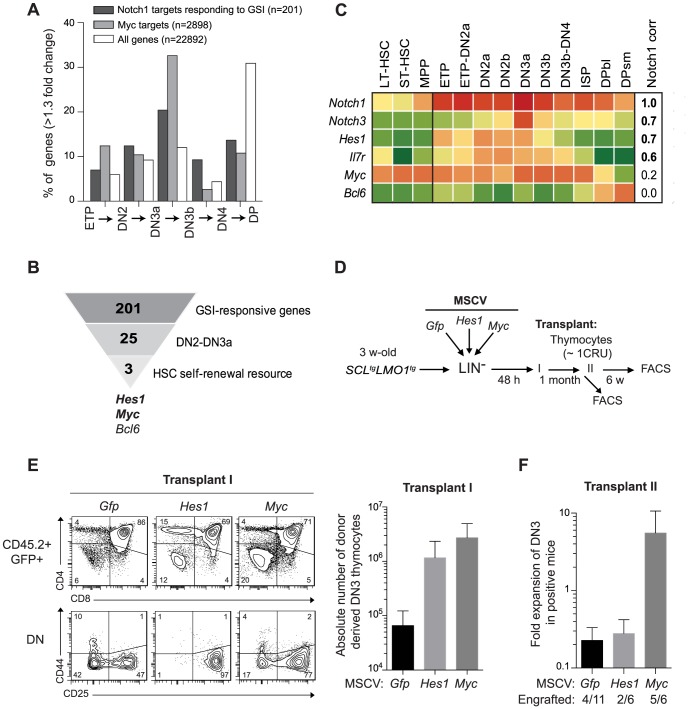
Functional importance of *Hes1* and *c-Myc* downstream of *Notch1* in thymocyte reprogramming induced by SCL-LMO1. (**A**) Expression of GSI-responsive NOTCH1 target genes during thymocyte differentiation. Global gene expression data of thymocyte subpopulations were obtained from the Immunological Genome Project (http://www.immgen.org/). The percentage of GSI-responsive NOTCH1 target genes [68] or MYC target genes [120] that are up-regulated at each transitional stage during thymocyte differentiation (>1.3-fold change) are shown. (**B**) Filtering of GSI-responsive NOTCH1 target genes that increase at the DN2 to DN3a transition and are present in HSC self-renewal resources (www.bioinfo.iric.ca/self-renewal/Main and www.bonemarrowhsc.com). (**C**) Gene expression profiles of *Notch1* and their target genes (*Notch3*, *Hes1*, *IL7r*, *Myc* and *Bcl6*) during thymocyte differentiation were collected from the Immunological Genome Project and represented as a heat map. (**D**) Schematic strategy to study the role of *Hes1* and *c-Myc* in self-renewal activity induced by *SCL-LMO1*. Lineage negative (LIN^-^) cells from *SCL* ^tg^ *LMO1* ^tg^ mice (CD45.2^+^) were transduced with either MSCV-*Hes1* and MSCV- *Myc* retroviral vectors or with control MSCV-GFP. Equal number (5×10^4^ cells) of purified GFP^+^LIN^-^ cells were then transplanted in primary mice (CD45.2^-^). Donor-derived GFP^+^CD45.2^+^ thymocytes were transplanted at the limiting dose of ∼1 CRU (10^5^ cells) per mouse into secondary recipients. (**E**) Immunophenotype of donor-derived GFP^+^CD45.2^+^ thymocytes in primary mice was analyzed by FACS (*left panel*) and the absolute number of DN3 cells was calculated (*right panel*). (**F**) The fold expansion of donor-derived GFP^+^CD45.2^+^ DN3 thymocytes was calculated in secondary mice.

Candidate genes operating with SCL-LMO1 at the DN3 stage should also be GSI-responsive, as engraftment by SCL-LMO1 DN3 thymocytes was DAPT-sensitive. These genes should operate prior to pre-TCR signalling, i.e. at the DN3a stage, since *SCL-LMO1*-induced self-renewal activity was fully efficient in *Cd3ε*-deficient DN3 thymocytes (**Fig. 2C and S** **4B Fig.)**. Based on the list of GSI-responsive NOTCH1-bound genes published by Wang et al [68], 25 were found to increase at the DN2 to DN3a transition (**S2 Table**). We next intersected this short list with HSC self-renewal resources [70], [71] and found 3 genes *Hes1, Myc* and *Bcl6* (**Fig. 3B**). We ruled out *Bcl6* because of high expression in DP cells that are resistant to cellular reprogramming while both *Myc* and *Hes1* decreased at this stage (**Fig. 3C**). We noticed that Notch1 target genes correlate well with Notch1 mRNA levels during thymocyte differentiation, except *Myc*. Despite this, the increase in MYC-bound genes at the DN2-DN3a transition correlates with that of NOTCH1-bound genes (Fig. 3A). These observations suggest MYC activity is subject to additional levels of regulation. *Myc* is a well known target of NOTCH1 in T-ALL [27], [72]. Moreover, *Hes1* overexpression expanded HSCs in culture [70], [73] whereas *Hes1* invalidation decreased LSCs in *Notch1-*induced T-ALL [24]. We therefore determined whether *Hes1* or *Myc* may be important for this new activity of *Notch1* at enhancing *SCL-LMO1* reprogramming activity.

To determine whether *Hes1* or *Myc* can substitute for *Notch1* as an enhancer of *SCL-LMO1*, we overexpressed these genes in HSCs from SCL-LMO1 transgenic mice using the MSCV retroviral vector (**Fig. 3D**). Both *Hes1* and *Myc* caused an expansion of the DN3 population in transplanted mice, which was twenty to forty fold higher than that observed with the control vector (GFP) (**Fig. 3E**). Furthermore, all DN populations were expanded by *Myc* whereas the activity of *Hes1* was more specific to the DN3 population (**Fig. 3E and S** **6A Fig.**). Thymocytes overexpressing *Hes1* or *Myc* were recovered and transplanted into secondary mice at the limiting dose of ∼1 CRU per mouse. Consistent with this limiting dose, the proportion of engrafted mice remained at 30% in the *Gfp* and *Hes1* groups (**Fig. 3F**), suggesting that the frequency of pre-LSC was not modified by *Hes1*. Nonetheless, the total number of DN3 thymocytes recovered from these mice were modestly higher with *Hes1*. In contrast, *Myc* overexpression expanded the population of DN3 and 5 of 6 mice were reconstituted, indicative of increased pre-LSC frequency (**Fig. 3F**). Therefore, *Myc* expanded DN3 thymocytes and increased their self-renewal activities, thus recapitulating the activity of the *Notch1* transgene. In comparison, *Hes1* activity was mostly in DN3 expansion. Accordingly, thymocytes from *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ mice in which *Hes1* levels were decreased by a *Hes1*-directed shRNA (**S6B Fig.**, *upper panel*) exhibited two-fold decreased regenerative capacities compared to control cells expressing the empty vector (**S6B Fig.**, *lower panel*). Moreover, the self-renewing DN and ISP8 populations were similarly decreased while DP cells that lacked self-renewal activity were unaffected (**S6B Fig.**, *lower panel*). Therefore, *Hes1* is required downstream of *Notch1* as an expansion factor, whereas *Myc* controls both self-renewal activity and cell expansion.

In summary, our results indicate that *Notch1* signal controls both *Hes1* and *Myc* and determines the capacity of DN3 thymocytes to be reprogrammed by *SCL-LMO1*.

### *SCL-LMO1* upregulated a stem cell gene signature in DN3 thymocytes

To identify candidate genes that confer self-renewal capability to pre-leukemic DN3 thymocytes, we made use of the *Cd3ε-*deficient mouse model in which oncogene-induced self-renewal activity was unaltered (**Fig. 4A**). We compared gene expression profiles of thymocytes from *SCL-LMO1* transgenic and age-matched non transgenic *Cd3ε^-/-^* mice, taken three weeks after birth. 

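Thymocyte RNA from 3-week-old *Cd3ε-/-* mice was measured on 6 Affymetrix mouse arrays, 3 labelled *SCL-LMO1* and 3 labelled control. *Lmo1*, a LIM-only cofactor gene and one of the transgenic oncogenes, was lower in the arrays labelled *SCL-LMO1*, at 5.01 ± 0.14 (SD, n = 3) against 6.75 ± 0.10 (SD, n = 3) in the arrays labelled control, on the log2 scale. The difference was −1.74 (SE 0.14, adjusted p = 8.3e-04 from limma). The study gives no value of *Lmo1* for these arrays, and all 72 genes of S3 Table measured here lay opposite to the table's direction. For 72 of the table's 74 genes with a probe set, the fold change matched within 0.001 on the log2 scale with the sign turned. Exchanged labels or a turned table may therefore account for the directions given below as opposite to the study's or to its figures. Every difference is given as the arrays labelled *SCL-LMO1* minus the arrays labelled control, the labels being used as they stand. Whether the *Lmo1* probe set reads the transcript of the transgene is not given in the sources used here. *Tal1*, which encodes SCL, lay below the filter on low values, between 4.55 and 4.71 in the arrays labelled *SCL-LMO1* and between 4.27 and 4.44 in those labelled control. *Lmo2*, the gene of a related cofactor, differed by 0.37 (SE 0.17, adjusted p = 0.527). *Cd3e*, the gene disrupted in these mice, read well above the array medians, at 8.58 ± 0.06 against 8.52 ± 0.18 (SD, n = 3 each), a difference of 0.07 (SE 0.15, limma adjusted p = 0.8725) that turned to −0.08 after quantile normalization.
The values are log2 RMA expression made by the authors, 1 per probe set and array, over 22690 probe sets. The array medians were 5.66, 5.61 and 5.57 in the arrays labelled *SCL-LMO1* and 5.60, 5.67 and 5.70 in those labelled control. A probe set was kept where at least 3 of the 6 arrays lay at or above the 40th percentile of that array, which left 13776 probe sets and 8693 genes, each gene read by its probe set with the highest mean. The authors' removal of probe sets called absent by MAS5 could not be repeated from the values.
Correlations between pairs of arrays ranged from 0.933 to 0.989, and the first principal component held 54.1% of the variance. It parted the arrays by the signal of the 9 bacterial hybridization control probe sets, and within each part the arrays labelled *SCL-LMO1* lay above those labelled control. The mean of these probe sets was 10.56, 10.76 and 10.78 in *SCL-LMO1* replicate 1 and control replicates 2 and 3, called the high set from here on, and 9.12, 9.36 and 9.78 in *SCL-LMO1* replicates 2 and 3 and control replicate 1, the low set. By label it was 9.68 ± 0.77 (SD, n = 3) against 10.44 ± 0.57 (SD, n = 3, exact permutation p = 0.2), so the sets are not balanced between the labels. The 3′ minus 5′ value of *Actb*, a measure of RNA integrity, was 2.50 ± 0.23 (SD, n = 3) against 2.29 ± 0.72 (SD, n = 3), exact two-sided permutation p = 0.8, where the smallest p that 3 against 3 allow is 0.1. For *Gapdh* the same measure was 3.24 ± 0.23 against 2.85 ± 0.42 (SD, n = 3 each, exact permutation p = 0.3). *Xist*, a transcript of the inactive X chromosome, stood at 6.15 in control replicate 2 and between 10.08 and 11.16 in the other arrays. *Eif2s3y*, a gene of the Y chromosome, stood at 5.43 and 6.23 in *SCL-LMO1* replicates 1 and 2 and 5.74 in control replicate 2, and between 2.74 and 3.15 in the other arrays, so *SCL-LMO1* replicates 1 and 2 had signal of both genes. The sources do not say that the arrays came from separate animals, so p-values measure the spread between these samples, and the number of arrays limits their precision.

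**Figure D1:**
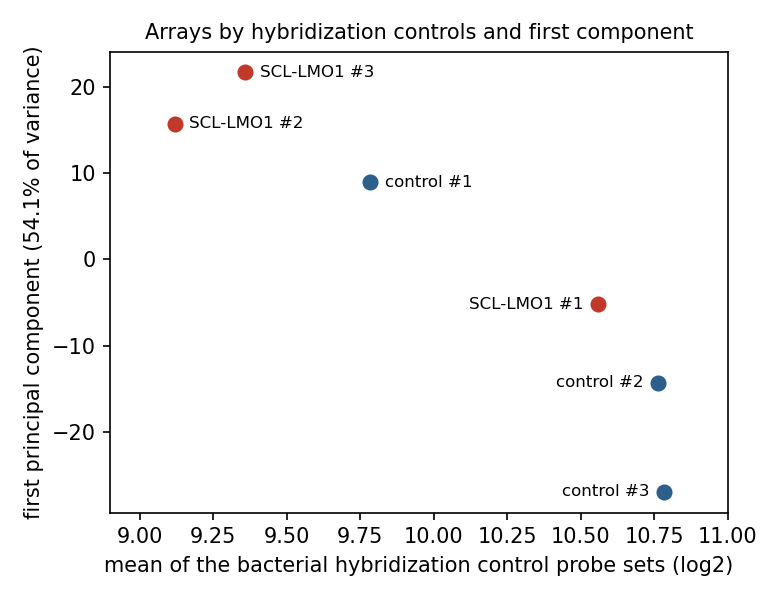
Each point is 1 of the 6 arrays, red for labelled *SCL-LMO1* and blue for labelled control. The x axis gives the mean of the bacterial hybridization control probe sets (log2) and the y axis the first principal component, which held 54.1% of the variance; the low set, with means of 9.12 to 9.78, lies above the high set, with means of 10.56 to 10.78.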

At this time point, the transcriptome analysis identified only 53 up-regulated and 33 down-regulated genes in *SCL-LMO1* expressing thymocytes (**S3 Table**), indicating that the gene expression programs in the two cell types were comparable. 

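In the arrays labelled *SCL-LMO1*, 7 genes were higher and 7 were lower than in the arrays labelled control. *Nrp1*, which encodes the receptor neuropilin, rose, at 7.92 ± 0.12 (SD, n = 3) against 5.34 ± 0.14 (SD, n = 3), a log2 difference of 2.58 (SE 0.15, adjusted p = 5.3e-05). *Nsg2*, which encodes a vesicle protein of neurons, followed with 2.20 (SE 0.20, adjusted p = 0.00160). *Fbp1*, an enzyme of gluconeogenesis, rose by 1.28 (SE 0.15, adjusted p = 0.00942) and the sugar transporter *Slc5a9* by 1.03 (SE 0.14, adjusted p = 0.0222). Among the genes that fell, *F2r*, the thrombin receptor, stood at 8.37 ± 0.09 (SD, n = 3) against 10.82 ± 0.10 (SD, n = 3), and *Sytl2*, which acts in vesicle transport, at 6.44 ± 0.15 against 8.20 ± 0.22 (SD, n = 3 each). Their log2 differences were −2.45 (SE 0.14) and −1.76 (SE 0.16). *Cdh1*, *Ets2* and *Ptcra* also rose, and *Cpa3*, *Lmo1*, *Ctla2a*, *Nfe2* and *Lyl1* also fell. Of the genes called by rank products alone, the neutrophil gene *Chil3* was higher by 1.49 (SE 0.36, limma adjusted p = 0.200), and *Podxl*, *Pdgfrb* and *Rab38* were lower, by −1.24, −1.16 and −1.14 (SE 0.22, 0.21 and 0.21), at limma adjusted p values of 0.0816, 0.0879 and 0.0977. The other probe set of *Podxl* differed by −0.06. Markers of neutrophils moved with the labels too: they were higher as a list, with a median of 0.57 over 20 measured members, of which 6 are in S3 Table (camera adjusted p = 7.3e-08; adjusted p = 0.245 with an estimated correlation).
The 14 genes passed limma at an adjusted p under 0.05 over all genes tested, 33 passed at 0.1, and 821 had an unadjusted p under 0.05, of which 548 were higher. Of the 14, 13 are in S3 Table, where each has the opposite direction, and the other is *Lmo1*. Tested as probe sets, 14 passed, 7 in each direction. Rank products, the test that the methods name, gave 37 higher and 48 lower genes at a percentage of false positives under 0.1, and 15 higher and 10 lower under 0.01. Which direction held more genes under 0.1 turned with the array left out, from 78 higher and 13 lower without control replicate 1 to 11 and 41 without *SCL-LMO1* replicate 3. No array of one group overlapped the other group in 1190 genes, 13.7% of those tested, where chance gives 10%.
A total of 7 genes (*Cpa3*, *Ctla2a*, *F2r*, *Lmo1*, *Nrp1*, *Nsg2* and *Sytl2*) passed under each of 15 other settings, while the number of genes passing ranged from 7 without control replicate 2, over 8 without *SCL-LMO1* replicate 2 or 3, to 27 without control replicate 1, and was 9 with a replicate block, 31 after quantile normalization and 547 with array weights. With the hybridization set as a block, a setting chosen after seeing the data, 28 genes passed, including all 14, with *Pdgfrb* and *Rab38*. Both also passed after quantile normalization and with array weights, as did *Podxl*, which passed without control replicate 3 too. *Slc5a9* lost its call when any array but control replicate 1 was left out (adjusted p up to 0.202). It was also lost with a replicate block (adjusted p = 0.159) and with the mean of its probe sets (adjusted p = 0.0558). *Fbp1* lost its call with a replicate block (adjusted p = 0.0742). It was also lost without *SCL-LMO1* replicate 2 or 3 or control replicate 2, up to an adjusted p of 0.0893.

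**Figure D2:**
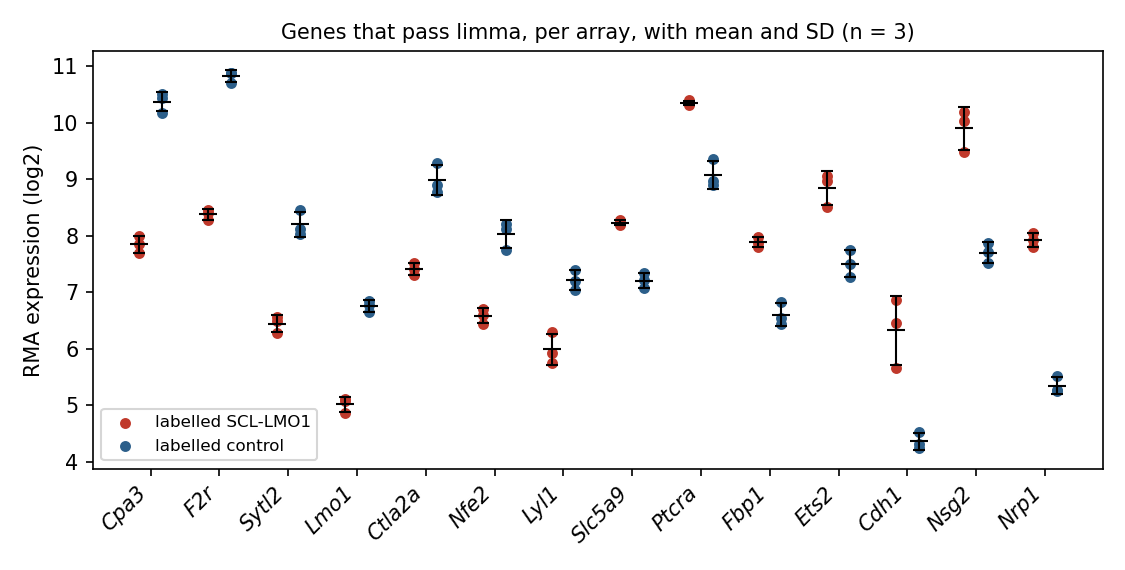
RMA expression (log2) of the 14 genes that pass limma in each array, red for labelled *SCL-LMO1* and blue for labelled control, with black bars for the mean and SD (n = 3). In each of the 14 genes the arrays of one label lie apart from those of the other, as for *Nrp1* at means of 7.92 and 5.34.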

We compared this list of differentially expressed genes with the genome binding profiles of SCL and LMO2 in several hematopoietic cell lines identified from a compendium of ChIP-seq datasets [74]. Within the down-regulated genes, only three had SCL peaks (*Cdc6*, *Cdkn1a* and *Slc4a1*) and none are presumed LMO2 target. In contrast, 9 of the up-regulated genes are presumed direct SCL and LMO2 targets (**S7A Fig. and S3 Table**). These observations concur with the view that SCL together with LMO2 preferentially enhances transcription. 

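The SCL-bound genes of the study's down-regulated list were all higher on average in the arrays labelled *SCL-LMO1*, the direction opposite to the study's, and none passed the test over all genes. *Cdkn1a*, which encodes the cell cycle inhibitor p21, stood at 8.76 ± 0.13 (SD, n = 3) against 7.62 ± 0.31 (SD, n = 3), a log2 difference of 1.14 (SE 0.18, adjusted p = 0.0512). The other probe set of *Cdkn1a* differed by 0.60 (SE 0.14). *Cdc6*, needed to load the replicative helicase, stood at 7.03 ± 0.53 against 5.96 ± 0.25 (SD, n = 3 each), a difference of 1.06 (SE 0.25, adjusted p = 0.200). *Slc4a1*, the anion exchanger of red blood cells, differed by 1.07 (SE 0.41, adjusted p = 0.459), with values of 5.74, 6.67 and 7.79 against 5.41, 5.85 and 5.73. Its other probe sets differed by −0.24 and 1.90. With 1 array left out, *Slc4a1* ranged from 0.54, without *SCL-LMO1* replicate 3, to 1.56, without *SCL-LMO1* replicate 1. Within the hybridization sets, *Slc4a1* differed by 1.81 in the low set and −0.05 in the high set, *Cdkn1a* by 0.76 and 1.40, and *Cdc6* by 1.09 and 0.63.
At an unadjusted p under 0.05 from limma all 3 genes passed, as they did adjusted over the list alone, and all 3 passed rank products under 0.1, but the study chose them on these arrays, so this is not independent evidence. Erythroid genes were higher as a list beside *Slc4a1*, with a median log2 difference of 0.32 over 19 measured members (camera adjusted p = 0.0197; adjusted p = 0.434 with an estimated correlation). Their mean differed by 0.51 in the low and 0.02 in the high hybridization set. That list lost its call without control replicate 1 (adjusted p = 0.473) or *SCL-LMO1* replicate 3 (adjusted p = 0.114, with the mean difference at 0.12 against 0.28), with the stricter filter on low values (adjusted p = 0.480), with array weights (adjusted p = 0.348) and by fry (adjusted p = 0.340), over a range of 5.7e-04 to 0.480 across its alternatives. *Cdkn1a* passed with array weights (adjusted p = 0.00469), after quantile normalization, with the hybridization set as a block and without control replicate 1, and *Cdc6* with array weights (adjusted p = 0.0115), against highest values of 0.309 and 0.716 over their alternatives.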

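All 9 presumed SCL and LMO2 targets had lower means in the arrays labelled *SCL-LMO1*, the direction opposite to the study's, and 4 of them fell by limma (*Cpa3*, *Ctla2a*, *Nfe2* and *Lyl1*). *Cpa3*, a carboxypeptidase of mast cells and their progenitors, stood at 7.84 ± 0.16 (SD, n = 3) against 10.37 ± 0.18 (SD, n = 3), a log2 difference of −2.53 (SE 0.16, adjusted p = 7.6e-05). *Ctla2a*, which encodes a cysteine protease inhibitor, stood at 7.41 ± 0.10 against 8.98 ± 0.27 (SD, n = 3 each), a difference of −1.57 (SE 0.17, adjusted p = 0.00442). The tetraspanin gene *Cd53* differed by −0.87 (SE 0.24) and the lysosomal ATPase gene *Atp13a2* by −0.55 (SE 0.15), each with an adjusted p of 0.289, and both passed with array weights. The other probe sets of *Atp13a2* differed by −0.77 and −0.18. *Nrip1*, a corepressor of nuclear receptors, differed by −0.52 (SE 0.37, adjusted p = 0.647), or by −0.83 with the hybridization set as a block, and ranged from −0.15 without control replicate 1 to −0.96 without control replicate 3. The other probe set of *Nrip1* differed by −0.75 (SE 0.26), with no overlap between the groups. *Actb*, the cytoskeletal actin, differed by −0.04 (SE 0.16, adjusted p = 0.937) at its most abundant probe set, and −1.12 (SE 0.42) at its other probe set. The first turned to 0.01 with arrays centred on their medians, and to 0.03 and 0.04 without control replicate 1 or 2.
As a list the 9 targets were lower, with a median log2 difference of −1.03 (adjusted p = 1.9e-14 from camera, limma's comparison of a list with all other genes at a preset correlation of 0.01). With an estimated correlation the adjusted p = 0.165. Adjusted over the list alone, 7 of the 9 were lower, which is not independent evidence, since the study chose the list on these samples. Genes of eosinophils, basophils and mast cells, which include *Cpa3*, were not called (median −0.11, camera adjusted p = 0.0787), and *Cpa3* was the member among 11 that fell. That list was called lower without *SCL-LMO1* replicate 3 or control replicate 1 and with array weights, over a range of 0.0279 to 0.470. *Cpa3* differed by −2.58 in the low set and −2.62 in the high set, and *Ctla2a* by −1.87 and −1.42.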

We overlapped the *SCL-LMO1* up-regulated gene set with a compendium of molecular signatures (http://discovery.hsci.harvard.edu/). We found a subset of genes that are frequent in stem cell and cancer signatures (**S7B Fig. and S4 Table**), that includes *Hhex*, *Nfe2* and *Lyl1*. In particular, *Lyl1* is associated with HSC and cancer cell signature (**S7B Fig.**) and controls HSC survival [34] (**S7B Fig.**; www.bonemarrowhsc.com).

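*Nfe2*, which encodes a transcription factor of erythroid cells and megakaryocytes, was lower in the arrays labelled *SCL-LMO1*, the direction opposite to the study's. It stood at 6.58 ± 0.13 (SD, n = 3) against 8.03 ± 0.25 (SD, n = 3), a log2 difference of −1.44 (SE 0.17, adjusted p = 0.00773 from limma). *Hhex*, a homeobox gene of early progenitors, stood at 6.64 ± 0.22 against 7.67 ± 0.22 (SD, n = 3 each), with no overlap between the groups. Its difference of −1.03 (SE 0.17) did not pass over all genes tested (adjusted p = 0.0724). Within the low and the high hybridization sets, *Nfe2* differed by −1.56 and −1.49 and *Hhex* by −0.67 and −1.39. The S3 Table fold changes of both genes matched within 0.001 on the log2 scale with the sign turned.
*Nfe2* lost its call without *SCL-LMO1* replicate 2 (adjusted p = 0.0598), without control replicate 2 (adjusted p = 0.0893) and with a replicate block (adjusted p = 0.0533), where the range over its alternatives was 3.1e-04 to 0.0893. *Hhex* passed after quantile normalization, with array weights and without control replicate 1, over a range of 0.00860 to 0.329.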

**Figure 4:**
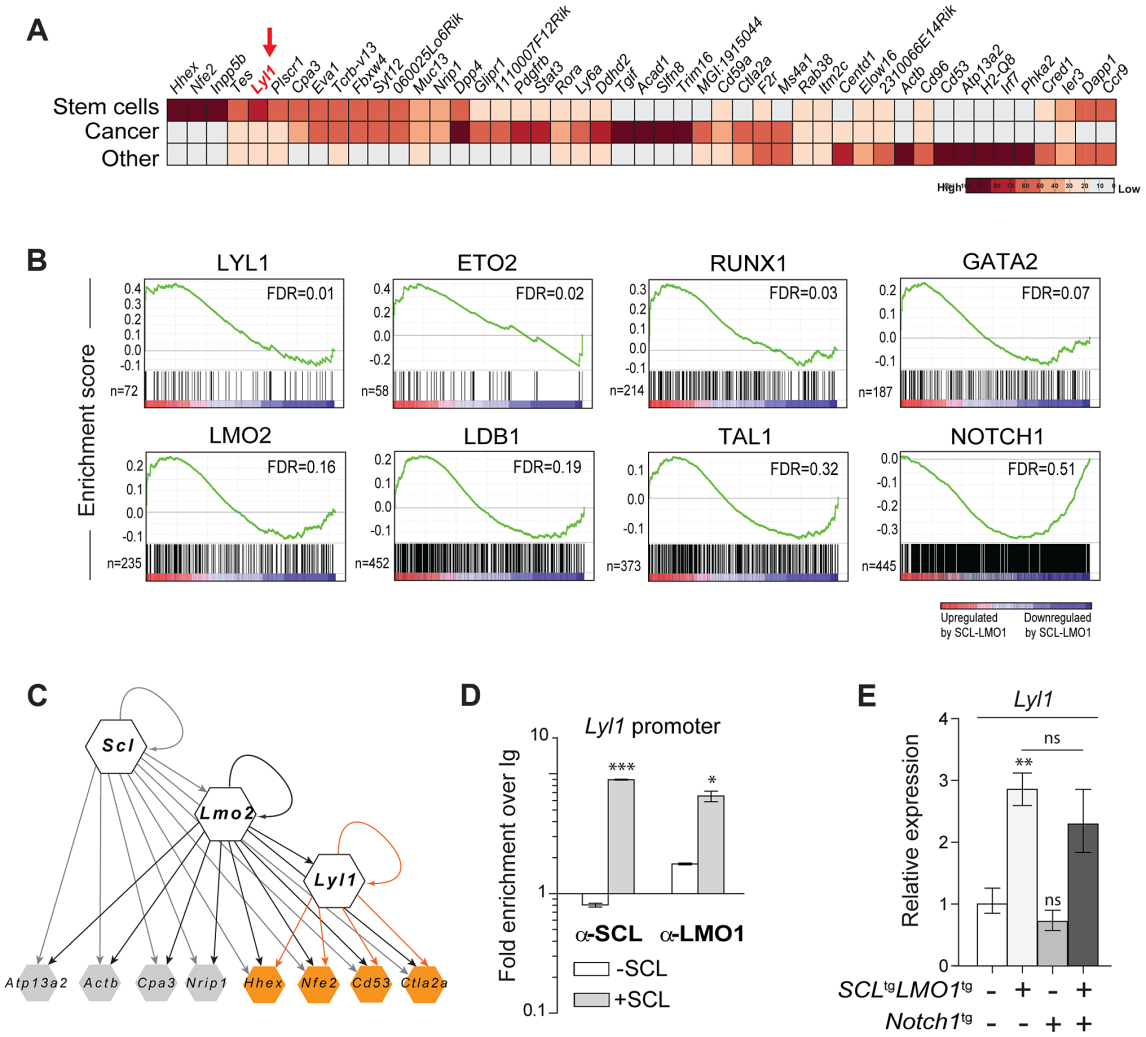
*Lyl1* coordinates a self-renewal network downstream of *SCL-LMO1*. (**A**) Analysis of SCL-LMO1-upregulated genes in *Cd3ε* ^-/-^ thymocytes. Gene signatures were analysed using the Stem Cell Discovery Engine tool as described in Experimental procedures, and signatures deemed enriched in SCL-LMO1 up-regulated genes (adjusted p-val <0.05) were classified into broad categories. The heatmap depicts the frequency of association to each gene by signature categories (stem cells, cancer, and other). (**B**) GSEA analysis of hematopoietic transcription factor signatures in *SCL-LMO1* thymocytes. The lists of genes bound by 31 hematopoietic transcription factors within 2 kb of their proximal promoters were extracted from a compendium of ChIP-seq experiments (see Materials and Methods). The top 7 transcription factors are illustrated (FDR, false discovery rate, ranging from 0.01–0.32). In comparison, NOTCH1-bound genes were not up- or down-regulated by *SCL-LMO1*. (**C**) Hierarchical organisation of the self-renewal network controlled by SCL-LMO1. Integration of published ChIP-seq data [74] with up-regulated genes in DN3 pre-leukemic thymocytes identified common targets of SCL, LMO2 and LYL1 (highlighted in yellow). Incoming edges represent the binding of regulators at the proximal promoters of target genes (peaks within 2kb of the transcription initiation sites). (**D**) SCL and LMO1 occupy *Lyl1* regulatory sequences. Chromatin extracts from the AD10.1 DN cell line expressing SCL (+SCL) or not (-SCL) were immunoprecipitated with the indicated antibodies. *Lyl1* regulatory sequences were amplified by q-PCR. Data are expressed as fold enrichment over IgG controls. (**E**) *Lyl1* gene expression is induced by *SCL-LMO1* but is not modified by *Notch1* in DN3 thymocytes. mRNA levels in purified DN3 thymocytes from the indicated transgenic mice were determined by qRT-PCR and normalized to *β-Actin* (Mean +/- SD, n = 3).

Next, we applied gene set enrichment analysis (GSEA) to uncover transcription factor signatures enriched in *SCL-LMO1* thymocytes, using a compendium of 55 ChIP-seq datasets representing 31 hematopoietic transcription factors from the HemoChIP project and others (see Materials and Methods). Surprisingly, the LYL1 signature was the most up-regulated in *SCL-LMO1*-expressing DN3 thymocytes (**Fig. 4B**). Significantly, GSEA analysis also detected an up-regulated signature of SCL transcriptional partners, GATA2, LMO2, LDB1, ETO2 and SCL, together with LYL1 and RUNX1-bound genes [75]. On the other hand, NOTCH1 signature was not significantly enriched in this gene set, concurring with the view that *SCL-LMO1* and *Notch1* operate in parallel pathways. Furthermore, all LYL1-bound genes are comprised within the SCL-LMO1-bound gene set (**S7**A **Fig.**, right panel). 

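The Notch receptor genes and the targets *Hes1* and *Myc* did not pass the test, while *Ptcra*, another Notch target, rose in the arrays labelled *SCL-LMO1*. *Notch1*, often mutated in T-cell acute leukemia, was among the abundant transcripts, at 11.40 ± 0.47 (SD, n = 3) in the arrays labelled *SCL-LMO1* and 11.27 ± 0.34 (SD, n = 3) in those labelled control, a log2 difference of 0.13 (SE 0.25, adjusted p = 0.851). *Notch3* differed by 0.19 (SE 0.20, adjusted p = 0.737), the repressor gene *Hes1* by 0.34 (SE 0.25, adjusted p = 0.656) and *Myc*, a direct Notch target in thymocytes, by 0.12 (SE 0.14, adjusted p = 0.758). None of these passed limma, at an adjusted or an unadjusted p under 0.05, or rank products. *Notch1* turned to −0.0028 and −0.0045 without *SCL-LMO1* replicate 2 or 3 and to −0.10 with the hybridization set as a block, and *Myc* turned to −0.02 after quantile normalization. With 1 array left out, *Myc* ranged from 0.06, without control replicate 2, to 0.20, without *SCL-LMO1* replicate 1. *Hes1* differed by 0.0096 without control replicate 3 and *Notch3* by 0.03 without control replicate 2 and by −0.01 at its other probe set.
Of 21 canonical Notch targets, 1 rose (*Ptcra*) and 20 did not pass, where 3 of all 21 were higher when adjusted over the list alone, with a median of 0.06 and a camera adjusted p of 0.127. The largest differences after *Ptcra* and *Il7r* were those of the Notch inhibitor gene *Nrarp*, at 0.61 (SE 0.17, adjusted p = 0.280), and of *Dtx1*, at 0.38 (SE 0.16, adjusted p = 0.502). *Nrarp* passed with array weights. This list was called without a filter on low values (adjusted p = 0.0276) and by preranked enrichment, over a range of 0.0276 to 0.4. NOTCH1-bound genes of S2 Table, from all transitions of thymocyte development, had a median of 0.05 over 64 measured members (adjusted p = 0.792). Those of the earliest transition, ETP to DN2, were higher, with a median of 0.34 over 8 members (1 higher when adjusted over the list alone, adjusted p = 0.0158; adjusted p = 0.222 with an estimated correlation). These lists are not the NOTCH1-bound genes of the paper's enrichment analysis in Fig. 4B, which is not used here.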

Overall, our transcriptome analysis predicted a hierarchy downstream of *SCL-LMO1* in which *Lyl1* could coordinate a *Notch1*-independent self-renewal network (**Fig. 4C**).

By ChIP analysis, we found that SCL occupancy of the *Lyl1* locus in SCL-expressing DN cells (+ SCL) induced a 2- to 4-fold higher LMO1 binding to the *Lyl1* promoter compared to control cells (-SCL) (**Fig. 4D**). Finally, we observed by qRT-PCR that *Lyl1* expression was significantly up-regulated by *SCL-LMO1* (**Fig. 4E**), concurring with our microarray results. In contrast, the *Notch1* oncogene did not modify *Lyl1* expression in DN3 thymocytes expressing or not *SCL-LMO1* (**Fig. 4E**).

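*Lyl1*, which encodes a basic helix-loop-helix factor closely related to SCL, was lower in the arrays labelled *SCL-LMO1*, the direction opposite to the study's. It stood at 5.99 ± 0.28 (SD, n = 3), with values of 6.29, 5.75 and 5.92, against 7.21 ± 0.18 (SD, n = 3), with values of 7.40, 7.19 and 7.04 in the arrays labelled control. The log2 difference was −1.22 (SE 0.18, adjusted p = 0.0320 from limma), and it was −1.56 in the low and −0.83 in the high hybridization set. The percentage of false positives by rank products was 0.00556. The S3 Table fold change of *Lyl1* (2.33692) matched this probe set within 0.001 on the log2 scale with the sign turned. Exchanged labels may account for the direction, so it is not evidence against the paper's PCR (Fig. 4E).
*Lyl1* lost its call without *SCL-LMO1* replicate 2 (adjusted p = 0.173) or 3 (adjusted p = 0.207) and without control replicate 1 (adjusted p = 0.0558) or 2 (adjusted p = 0.188), over a range of 0.00114 to 0.207 across the alternatives for this log2 fold change of Lyl1. It was also lost with arrays centred on their medians (adjusted p = 0.0977) and with a replicate block (adjusted p = 0.0753).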

We conclude that SCL and LMO1 induce aberrant stem cell gene expression in DN3 thymocytes and reprogram these cells to acquire stem cell-like properties.

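Genes of hematopoietic stem and progenitor cells were lower as a list in the arrays labelled *SCL-LMO1*, the direction opposite to the study's (camera adjusted p = 0.00702; adjusted p = 0.179 with an estimated correlation). The estimated correlation was −0.0308, below the preset 0.01, so a higher correlation among the members does not explain the higher p. Of 31 measured members, 2 fell (*Lyl1* and *Nfe2*) and 29 did not pass the test, where 3 of all 31 were lower when adjusted over the list alone (with *Hhex*), and the median log2 difference was −0.13. *Lyl1*, *Nfe2* and *Hhex* were picked by the study from these arrays, so their share of the list is not independent evidence. *Cd44*, an adhesion receptor of early progenitors, differed by 0.39 (SE 0.16, adjusted p = 0.502). Genes of T-lineage commitment were not called, with 1 of 23 measured members higher (*Ptcra*; 4 when adjusted over the list alone) and a median of 0.03. *Rag1*, a subunit of the recombinase that rearranges receptor genes, differed by 0.97 (SE 0.22, adjusted p = 0.184). Genes of double and single positive thymocytes were lower as a list, with a median of −0.18 over 15 members (camera adjusted p = 0.00702; adjusted p = 0.208 with an estimated correlation). Of these *Cd1d1* differed by −0.64 (SE 0.19, adjusted p = 0.329) and *Klf2*, a factor of mature thymocytes, by −0.53 (SE 0.18, adjusted p = 0.396). The repressor gene *Bcl6* differed by −0.21 (SE 0.16, adjusted p = 0.665). With 1 array left out it ranged from −0.32, without *SCL-LMO1* replicate 1, to −0.07, without *SCL-LMO1* replicate 3.
The commitment list had a camera adjusted p of 0.0787 (adjusted p = 0.434 with an estimated correlation). No stem and progenitor gene was higher by limma, against 2 higher and 4 lower at an unadjusted p under 0.05, and rank products gave 3 lower genes. No gene of the double and single positive list passed limma (1 higher and 2 lower at an unadjusted p under 0.05) or rank products. Means of the stem and progenitor list differed by −0.19 in the low and −0.22 in the high hybridization set. This call was lost without control replicate 1 (adjusted p = 0.0512) and without a filter on low values (adjusted p = 0.0648), over a range of 4.1e-05 to 0.179 across its alternatives. The commitment list was called without *SCL-LMO1* replicate 1 (adjusted p = 0.0288), without a filter, with array weights and by preranked enrichment, over a range of 0.0100 to 0.434. *Rag1* and *Klf2* passed with array weights.
From its transcriptome analysis the paper proposes a hierarchy in which *Lyl1* acts downstream of *SCL-LMO1* (Fig. 4C). After the binding of SCL and LMO1 at *Lyl1* (Fig. 4D) and its PCR measurement (Fig. 4E), it concludes that both oncogenes induce aberrant stem cell gene expression and reprogram DN3 thymocytes.

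**Figure D3:**
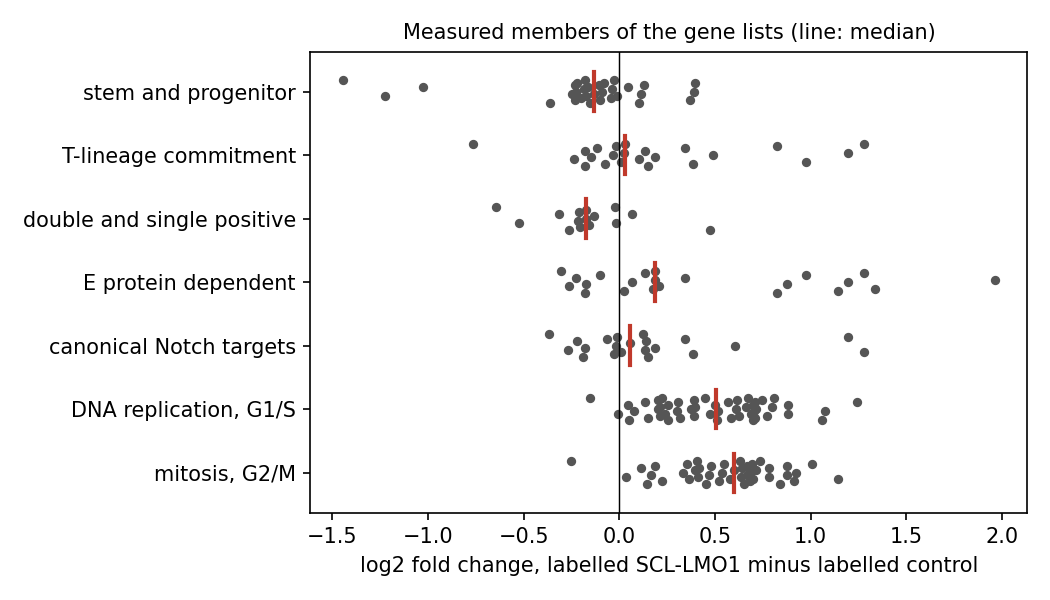
Log2 differences, arrays labelled *SCL-LMO1* minus arrays labelled control, of the measured members of 7 gene lists. Each point is 1 gene and the red line is the median of its list, which is −0.13 for stem and progenitor genes and −0.18 for genes of double and single positive thymocytes.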

### Inhibition of E protein is insufficient for leukemogenesis

SCL activates or represses gene expression, depending on its protein partners (reviewed in [76]). Transcription activation critically depends on direct SCL-LMO1 or -LMO2 interaction to assemble a transcription complex on DNA [36], [37]. This interaction is dispensable for transcription inhibition of E protein targets, which is directly attributed to SCL interaction with E2A or HEB.

In particular, GSEA analysis indicated that E2A-presumed targets were not enriched within the list of differentially expressed genes (**S8A Fig.**), suggesting that inhibition of E2A activity by SCL-LMO1 in DN3 thymocytes was not a major perturbation at the molecular level. 

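Genes that depend on E proteins in thymocytes were higher as a list in the arrays labelled *SCL-LMO1*, the direction opposite to that of Fig. 5C (camera adjusted p = 3.1e-05; adjusted p = 0.208 with an estimated correlation). Of 22 measured members, 3 rose (*Ptcra*, *Cdh1* and *Ets2*) and 19 did not pass, where 8 of all 22 were higher when adjusted over the list alone, with a median log2 difference of 0.19. Of the members, 5 are in S3 Table (*Cdh1*, *Ets2*, *Ptcra*, *Il7r* and *Cdkn1a*) and had the largest differences of the list. The study chose them on these arrays, and they were known when the list was written, so neither the list test nor the counts are independent evidence. *Ptcra*, the invariant chain of the pre-T cell receptor, stood at 10.35 ± 0.04 (SD, n = 3) against 9.07 ± 0.25 (SD, n = 3), a difference of 1.28 (SE 0.16, adjusted p = 0.0128 from limma). *Cdh1*, which encodes E-cadherin, rose by 1.96 (SE 0.27, adjusted p = 0.0222) and the transcription factor gene *Ets2* by 1.34 (SE 0.19, adjusted p = 0.0318). *Il7r*, the receptor chain for a survival cytokine, differed by 1.20 (SE 0.24, adjusted p = 0.120) and *Rag2*, a subunit of the recombinase, by 0.82 (SE 0.22, adjusted p = 0.266). The other probe set of *Il7r* differed by 0.56 (SE 0.27), with overlap between the groups. *Tcf3*, which encodes E2A itself, stood at 7.46 ± 0.08 against 7.53 ± 0.29 (SD, n = 3 each), a difference of −0.07 (SE 0.17, adjusted p = 0.876) that turned to 0.09 with array weights and to 0.08 without control replicate 1.
The E protein dependent list did not pass by fry (adjusted p = 0.103). That test asks for a change in the list itself, where camera compares it with all other genes. The mean of the E protein dependent list differed by 0.35 in both hybridization sets. Of the 4 targets in Fig. 5C, which also include *Cdkn1a*, 1 passed over all genes and 4 when adjusted over the list alone, where 3 of the 4 are in S3 Table. Genes of Id and E proteins and their partners were lower as a list, with 2 of 10 members lower (*Lmo1* and *Lyl1*; also 2 when adjusted over the list alone), a median of −0.04 and a mean of −0.30 (camera adjusted p = 0.0221; adjusted p = 0.208 with an estimated correlation). That call was lost without *SCL-LMO1* replicate 1 (adjusted p = 0.0724), without control replicate 1 (adjusted p = 0.156), with array weights (adjusted p = 0.0772) and without a filter (adjusted p = 0.121), over a range of 0.00172 to 0.208. The Id and E protein genes themselves (*Id2*, *Id4*, *Tcf3*, *Tcf4* and *Tcf12*) differed by −0.32 to 0.19, and none passed. *Lmo1* (−1.74) and *Lyl1* (−1.22) had the largest differences of the list, and the other members lay between −0.35 and 0.37. The call is therefore not evidence of a shift in the Id and E protein genes. *Lmo1* is one of the transgenic oncogenes, and *Lyl1* is in S3 Table, chosen by the study on these arrays. The share of neither gene in the list is independent evidence.
*Ptcra* lost its call without *SCL-LMO1* replicate 2 (adjusted p = 0.0834) or 3 (adjusted p = 0.108), without control replicate 2 (adjusted p = 0.111) and with a replicate block (adjusted p = 0.0742), over a range of 4.4e-04 to 0.111. *Cdh1* and *Ets2* lost theirs under some of the same settings, up to adjusted p values of 0.171 and 0.207, while *Il7r* passed with the hybridization set as a block (adjusted p = 0.0341) and with array weights, over a range of 0.00397 to 0.540, and *Rag2* passed with array weights. The presumed E2A targets of S8A Fig. are not used here.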

We designed the *SCLm13* that is specifically defective in LMO1/2 binding while heterodimerization with E2A/HEB was unaffected [37] (**S8B Fig.**). Compared to wild type *SCL*, *SCLm13* failed to activate the transcription of *Lyl1* in transient assays whereas inhibition of E protein activity remained intact (**S8C Fig.**). We previously identified *Ptcra* as a direct target of HEB/E2A that is inhibited by SCL [46]. We therefore stably introduced SCL and SCLm13 in the DN cell line AD10 and found that both genes inhibited the expression of *Ptcra* to the same extent, indicating that direct SCL-LMO1/2 interaction was dispensable for inhibition of E proteins (**S8D Fig.**).

E proteins are major cell fate deteminants in the thymus [77], [78], leading to the current view that T-ALL induction by SCL-LMO1/2 is due to E protein titration and inhibition [47]. To directly address the question whether the inhibition of E2A by SCL-LMO1 was sufficient for leukemogenesis, we generated transgenic mice expressing wild type *SCL* or the *SCLm13* mutant at comparable levels (**Fig. 5A–B**). We observed that *SCLm13* fully retained its capacity to inhibit the expression of E protein target genes in DN3 thymocytes (**Fig. 5C**). Significantly, while SCLm13 still inhibited E proteins (**S8D Fig.**), there was a striking difference between the survival curves of *SCL* ^tg^ *LMO1* ^tg^ and *SCLm13* ^tg^ *LMO1* ^tg^ transgenic lines (**Fig. 5D**). *LMO1* ^tg^ mice develop T-ALL with 20% penetrance and delayed onset at 400 days, as reported [39]. In contrast, the disease was fully penetrant in *SCL* ^tg^ *LMO1* ^tg^ mice, with an accelerated onset of 170 days [17], [40]. In *SCLm13* ^tg^ *LMO1* ^tg^ mice however, leukemia onset was delayed to 380 days and the penetrance reduced to 65% (**Fig. 5D**), underscoring the importance of SCL-LMO1 interaction in leukemogenesis. To further address the question whether the genetic collaboration between SCL and LMO1 in leukemogenesis was due to inhibition of E proteins, we generated *E2a* ^+/-^ *LMO1* ^tg^ mice. Loss of one *E2a* allele significantly decreased expression levels of E2A target genes in DN thymocytes (**S8E Fig.**) but did not mirror the collaboration of the *SCL* transgene with *LMO1* to induce T-ALL. Together, our results indicate that inhibition of E2A is insufficient for leukemogenesis and that direct SCL-LMO1 interaction is an important determinant of leukemia onset and disease penetrance.

**Figure 5:**
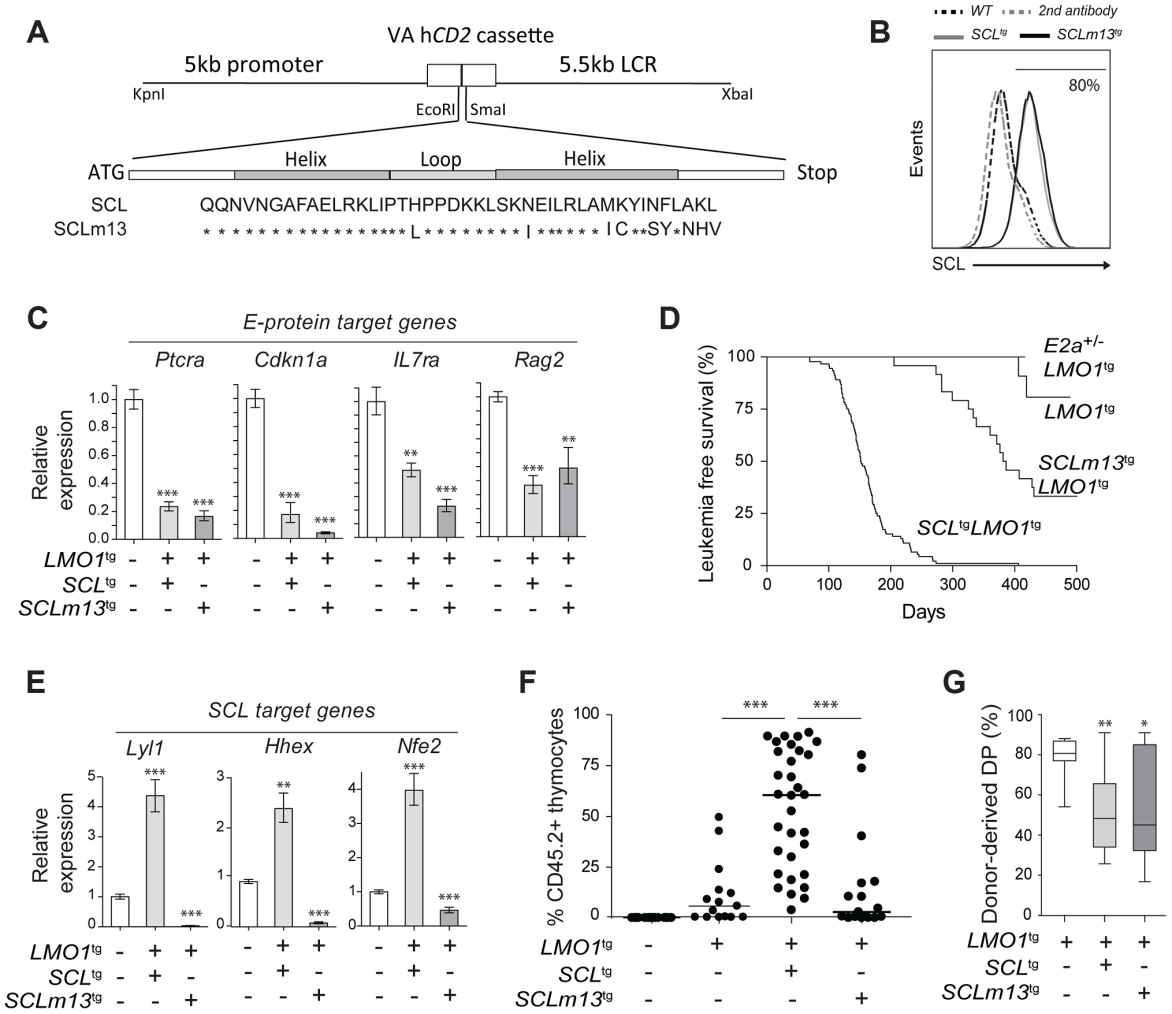
Transcription activation driven by SCL-LMO1 interaction is critical for thymocyte reprogramming and T-ALL induction. (**A**) Generation of transgenic mice expressing the LMO1-binding defective mutant SCLm13. The sequence coding for wild type human SCL or human SCLm13 HLH domain mutant [37] were cloned into the VA h*CD2* cassette to generate transgenic mice. Shown are amino acids of the HLH region of SCL or SCLm13. (**B**) Immunofluorescence of human SCL (wt or m13) by flow cytometry. Thymocytes were stained with the monoclonal antibody against human SCL (BTL73). Control cells were stained with the second antibody only. (**C**) Expression of E protein target genes is inhibited both by *SCL-LMO1* and *SCLm13-LMO1* transgenes in DN3 thymocytes. mRNA levels in purified DN3 thymocytes from the indicated transgenic mice were determined by qRT-PCR and normalized to *β-Actin* (Mean +/- SD, n = 3). (**D**) Kaplan-Meier curves of the time to leukemia for *LMO1^tg^*, *E2a^+/-^LMO1^tg^*, *SCL^tg^LMO1^tg^* and *SCLm13^tg^LMO1^tg^* mice. (**E**) The interaction between SCL and LMO1 is required to activate the transcription of the self-renewal genes *Lyl1*, *Hhex* and *Nfe2* in DN3 thymocytes. mRNA levels in purified DN3 thymocytes from the indicated transgenic mice were determined by qRT-PCR and normalized to *β-Actin* (Mean +/- SD, n = 3). (**F–G**) SCL but not the LMO1-binding defective SCL-m13 mutant collaborates with LMO1 to induce abnormal thymic reconstitution potential to thymocytes. Pre-leukemic thymocytes (1.5×10^7^ cells) from 3-week-old mice were transplanted. Recipient mice were analysed for thymic reconstitution (CD45.2^+^Thy1^+^) after 6 weeks (F) and the proportion of DP cells in engrafted CD45.2^+^Thy1^+^ thymocytes was assessed by FACS (G).

### Transcription activation by SCL-LMO1 is required for thymocyte reprogramming

We next addressed the question whether direct SCL-LMO1 interaction is required for self-renewal activity in DN3 thymocytes. The *m13* mutation severely impaired the activation of self-renewal genes including *Lyl1* (**Fig. 5E**) and drastically decreased the capacity of total thymocytes (**Fig. 5F**) or purified DN3 thymocytes (**S9A Fig.**) to reconstitute the thymus of transplanted hosts. Thymic engraftment of *SCLm13* ^tg^ *LMO1* ^tg^ thymocytes were reproducibly decreased to levels observed with *LMO1* ^tg^ only. Nonetheless, *SCLm13* retained the same capacity as *SCL* to block the DN to DP transition compared to *LMO1* alone (**Fig. 5G** **and S9B Fig.**), a transition stage controlled by *E2a* and *Heb* gene dosage [79], [80]. Together, our results indicate that inhibition of E protein and thymocyte differentiation blockade are distinct from the acquisition of self-renewal activity, which requires direct SCL-LMO1 interaction and transcription activation of a self-renewal program.

### *Lyl1* can substitute for *SCL* to collaborate with *LMO1* and reprogram thymocytes

Network analysis point to the importance of *Lyl1* downstream of SCL-LMO2 (**Fig. 4C**), consistent with published results [61]. Yet, ectopic expression of *Lyl1* on its own did not recapitulate *LMO2*-induced aberrant self-renewal in thymocytes [9]. We reasoned that LYL1 activity most likely requires interaction with LMO1/2 for the following reasons: (*i*) the SCL interaction interface with LMO1/2 is conserved in LYL1 [36]; (*ii*) LYL1 is in complex with SCL and LMO2 [81]; (*iii*) LYL1 binding to DNA often overlaps with SCL and LMO2 binding [75]; and (*iv*) *Lyl1* is redundant with *Scl* in controlling HSC self-renewal [34]. We therefore generated *LYL1* ^tg^ *LMO1* ^tg^ mice to address the question whether *LYL1* enhances *LMO1* self-renewal activity. *LYL1* enhanced by 3-fold the activity of *LMO1* on thymocyte engraftment (**compare** **Fig. 6A,** *left panel* and **Fig. 5F**), whereas LYL1 alone did not reprogram thymocytes as expected. Similar to *SCL-LMO1*, *LYL1-LMO1* expanded DN3 cells only after transplantation (**Fig. 6A,** *right panel and ***S** **10 Fig.**) and this expansion was in the same order of magnitude compared to the inactive *SCLm13-LMO1* (**Fig. 6B**). The virtual convergence of *SCL-LMO2* and *LYL1-LMO2* target genes (**Fig. 4C**) may explain the capacity of *LYL1-LMO1* to mimic *SCL-LMO1* in DN3 thymocytes (**Fig. 6A–B**).

**Figure 6:**
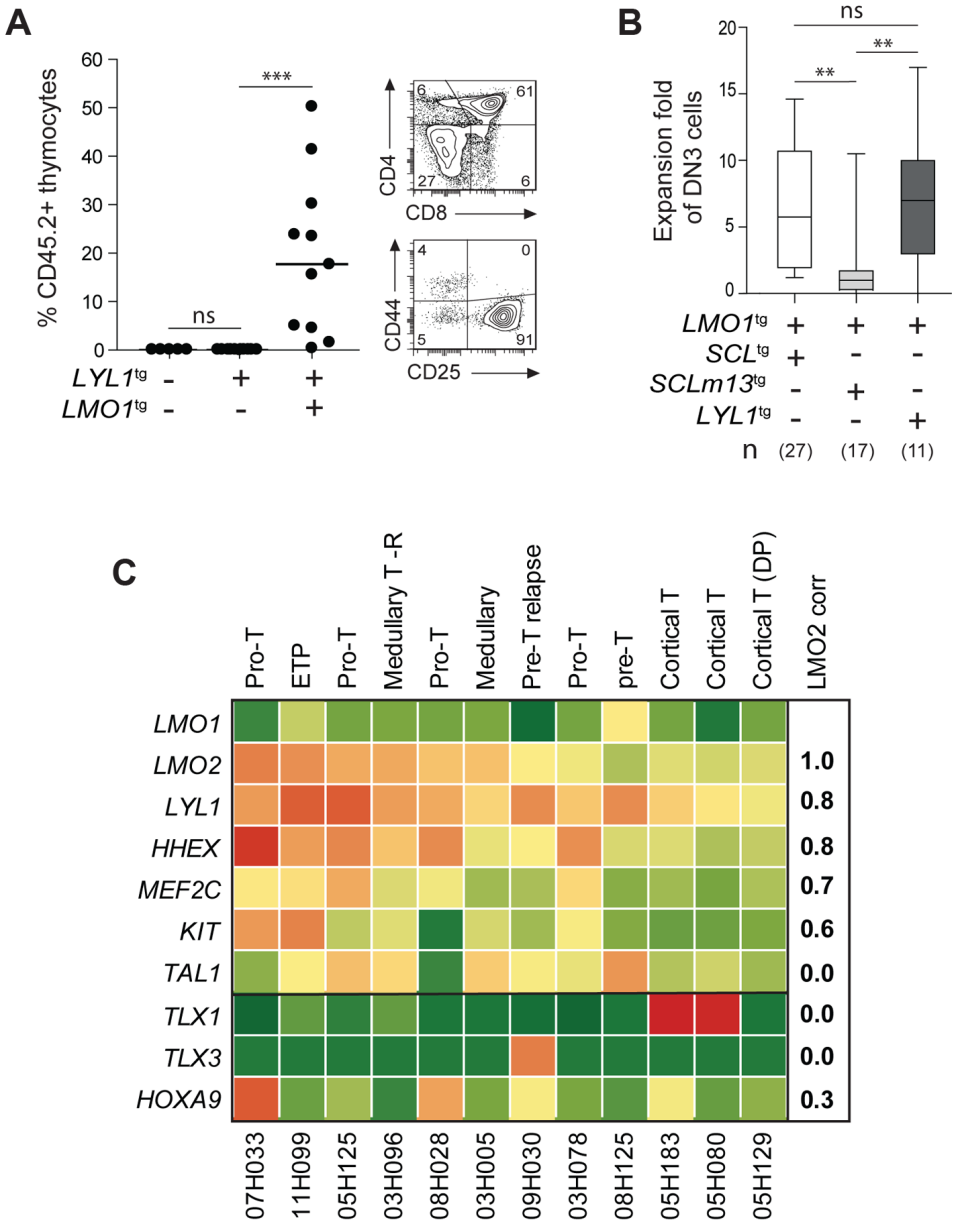
LYL1 and LMO1/2 are co-expressed in human T-ALL and collaborate to reprogram thymocytes. (**A**) *LYL1* collaborates with *LMO1* to induce abnormal thymic reconstitution potential to thymocytes. 1.5×10^7^ thymocytes from the indicated mice were transplanted and thymic engraftment was analyzed after 6 weeks (*left panel*). Representative FACS profile of engrafted *LYL1* ^tg^ *LMO1* ^tg^ thymocytes (*right panel*). (**B**) *LYL1-LMO1*-induced DN3 expansion was comparable to *SCL-LMO1*-induced expansion after transplantation, as illustrated by the box plots (with the median and extreme values of each distribution, cohorts of n mice). (**C**) LMO2 expression levels correlate with LYL1 levels in T-ALL patient samples. Illustrated are the RPKM values for the indicated human gene. Note the high correlation coefficient between *LMO2* and *LYL1* and the absence of correlation with *TLX1/3*.

By RNA-Seq of 12 T-ALL patient samples, we found that *LYL1* and *HHEX* mRNA levels are highly correlated with *LMO2* levels (r = 0.8, **Fig. 6C**), concurring with the view that *LYL1* and *HHEX* are downstream targets of *LMO2* in T-ALL.

Interestingly, *LYL1* expression in the absence of *TAL1* was found in 4 of 12 samples but *TAL1* expression was never found in the absence of *LYL1* (**Fig. 6C**). These observations concur with the view that *TAL1* is upstream of *LYL1* (**Fig. 4C–E**) and with the essential role of *Lyl1* in pre-thymic progenitors as well as in ETP-DN2 [82]. Moreover, the absence of correlation between *TAL1* and *LMO2* mRNA levels are consistent with the observations that *LYL1*, but not *TAL1*, is essential for *LMO2*-induced T-ALL [61].

We observed higher *LYL1*, *LMO2, HHEX* and *MEF2C* levels in ETP and pro-T ALL in adult (**Fig. 6C**) and pediatric (**S11 Fig.** [38]) T-ALL, consistent with this gene triad being direct targets of activation by MEF2C [83]. Nonetheless, *LYL1* and *LMO1/2* expression was detected in a majority of T-ALL samples independently of *MEF2C* or of phenotypic classification and included *TLX1/3*- and *HOXA9*-expressing leukemias (**Fig. 6C and S** **11 Fig.**). These observations suggest that the molecular pathways controlling self-renewal described here is not limited to T-ALL samples harboring *TAL1* or *LMO1/2* translocations but may be relevant to other oncogenic subtypes of T-ALL.

## Discussion

### Self-renewal as an initiating event in leukemia

Self-renewal is a mandatory trait of cancer stem cells as drivers of clonal expansion and evolution through layers of selective pressure [7]. This self-renewal activity is essential for long-term propagation. We now provide evidence that self-renewal is an initiating event triggered by the reactivation of stem cell genes in thymocytes (**Fig. 7A**), as exemplified by chromosomal translocations driving ectopic *SCL*, *LYL1* or *LMO1/2* expression in thymocytes. Our data indicate that LYL1 coordinates a self-renewal network downstream of SCL-LMO1 to reprogram thymocytes with a finite life span into self-renewing pre-LSCs. Importantly, these self-renewal genes require the high levels of physiological NOTCH1 in DN3 thymocytes for expressivity. Their activities are therefore modulated by the thymic mircroenvironment. Furthermore, the *Notch1* oncogene is devoid of intrinsic self-renewal activity but dramatically enhances *SCL-LMO1* activity by conferring a proliferative advantage to *SCL-LMO1*-primed pre-LSCs and by recruiting all immature thymocytes into division to expand the pool of pre-LSCs (**Fig. 7B**). Consequently, the hyperactive *NOTCH1* allele acts as a strong enhancer of SCL-LMO1 by conferring additional fitness traits to *SCL-LMO*-initiated pre-LSCs, and allows for escape from envrironmental signals.

**Figure 7:**
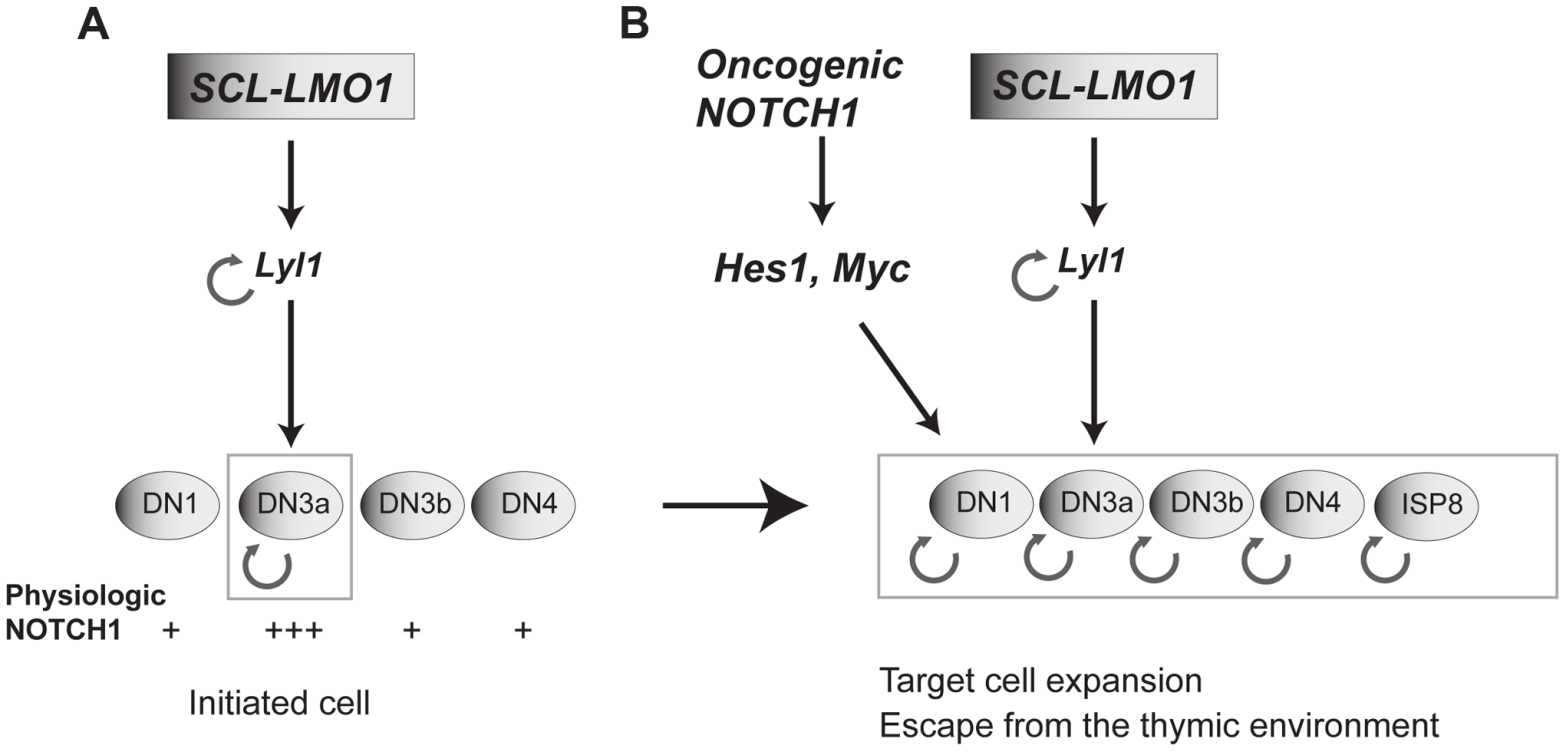
Model of the collaboration between the SCL, LMO1 and *Notch1* oncogenes. (**A**) *SCL* and *LMO1* interact to upregulate *Lyl1* gene expression and create a feed forward loop that activates self-renewal in DN3 thymocytes. DN3 cells are prone to *SCL-LMO1* self-renewal activity due to higher physiological NOTCH levels. (**B**) The *Notch1* oncogene drastically enhances *SCL-LMO1*-induced self-renewal activity to expand the pool of target cells to DN1-4 and ISP8 in a parallel pathway via *Hes1* and *c-Myc*. *SCL-LMO1* initiated cells (A) subsequently acquire gain of function *Notch1* mutations (B), causing target cell expansion and escape from thymic environmental control.

### Transcription activation by SCL-LMO1: reprogramming DN3 thymocytes into self-renewing pre-LSCs

LMO2 interaction with SCL has several consequences. First, interaction with SCL protects LMO1/2 from proteasomal degradation [37]. Second, SCL brings LMO2 to DNA, with two possible outputs: transcription activation or transcription inhibition. E proteins are major drivers of thymocyte development by activating gene expression programs that control cell survival, cell cycle and T-cell differentiation. In particular, SCL-LMO1 inhibit E protein activity and thymocyte differentiation [46], [47], leading to the current view that *SCL-LMO1/2* induced T-ALL is due to E protein inhibition [47]. We bring several lines of evidence to indicate that the inhibition of E proteins is not the major cause of T-ALL. First, within the differentially expressed gene set in SCL-LMO1 DN3 thymocytes, we found a significant enrichment for binding by all SCL transcriptional partners, whereas E2A binding was not enriched. Second, removal of one *E2a* allele did not collaborate with *LMO1* to induce T-ALL even though *E2a* was haploinsufficient for target gene expression. Third, we show that inhibition of E protein activity by the *SCLm13* mutant did not enhance *LMO1* self-renewal activity, resulting a dramatically decreased leukemogenic activity compared to wild type *SCL*, as assessed by decreased penetrance and increased latency. The modest enhancement of *LMO1* in T-ALL induction by *SCLm13* remains compatible with a tumor suppressor function for E proteins [47]. Therefore, the interaction of LMO1 with SCL, which is required to assemble a transcriptionally active complex on DNA [37], is an important determinant of T-ALL development due to the reactivation of stem cell genes in DN3a thymocytes, during the pre-leukemic stage. By network analysis of the *SCL-LMO1* transcriptome in DN3a thymocytes, we identified a hierarchy downstream of *SCL-LMO1* which is controlled by *Lyl1*. Previous work indicated that *Lyl1* is critical for the oncogenic functions of *LMO2*, consistent with a non-redundant function for *Lyl1* in lymphoid progenitors and ETP [82]. This finding not mirrored by ectopic *Lyl1* expression in the thymus [9] whereas *Hhex* deficiency [84] is mirrored by *Hhex* overexpression [9]. Considering that *LYL1* and *LMO2* chromosomal rearrangements were found simultaneously in a rare case of human T-ALL [85], we now report that *LYL1* collaborates with *LMO1* to reprogram DN3 thymocytes.

In summary, we provide genetic evidence that transcription activation by SCL and LMO1 is a major determinant of self-renewal in pre-LSCs and of the aggressiveness of T-ALL.

### *Notch1* as a strong enhancer of *SCL-LMO1* that expands the pool of pre-LSCs

NOTCH signaling is essential for T-cell commitment and specification. In particular, NOTCH1 cooperates with the pre-TCR to control cell survival and proliferation at the DN to DP transition [14], at a critical checkpoint in the thymus. We previously showed that pre-TCR activity at the DN3 stage is required for the acquisition of *Notch1* mutations in *SCL* ^tg^ *LMO1* ^tg^ thymocytes [17]. Once mutated, these hyperactive *Notch1* alleles are sufficient to drive progression to T-ALL in concert with *SCL-LMO1*. Therefore, the pre-TCR is a strong determinant of leukemia onset and of disease penetrance. Strikingly, we show here that the initiating event of reprogramming DN3 thymocytes into self-renewing pre-LSCs by SCL-LMO1 is independent of the pre-TCR but requires NOTCH1 signal. Taken together, our observations indicate that the pre-TCR is a collaborating event in disease progression but dispensable for the initial transition from DN3 cells to pre-LSCs. In contrast, we show that high levels of physiologic Notch signals in DN3 cells were required for SCL-LMO1 reprogramming activity.

Functional studies of the *NOTCH1* oncogene at time of overt leukemia in both human [21], [22] and murine LSCs [23], [86], [87] showed that NOTCH1 controls leukemia initiating cell activity. In contrast, the role NOTCH1 in HSC self-renewal was controversial [30], [88], [89]. Using the mouse model as a unique opportunity to specifically understand initiating events in T-ALL, we unexpectedly found that a hyperactive NOTCH1 allele is devoid of intrinsic reprogramming activity in thymocytes, suggesting that weaker leukemia-associated *Notch1* alleles [30] also lack this activity, similar to *Notch3* [9]. Instead, high levels of NOTCH1 activity sensitize target cells to the reprogramming activity of SCL and LMO1. Indeed, supraphysiologic NOTCH signaling was required past the DN3 stage, when physiologic NOTCH activity fell sharply. Therefore, our work provides a distinct conceptual framework to grasp the significance of the frequent co-occurrence of *NOTCH1* gain of function mutations with major classes of oncogenic transcription factors in T-ALL.

Multiple genetic interactions have been described for *Notch1* [26], [27], [90] (reviewed in [91]). Similar to *Notch1*, *Hes1* also drives T-cell development and inhibits alternate fates [92]. Interestingly, the conditional invalidation of *Hes1* in adult hematopoietic cells led to T-cell defects and disrupted T-ALL maintenance [24]. Whether *Hes1* contributes to oncogenic reprogramming of thymocytes at the initiation of the disease remained to be addressed. Here, we show that the hyperactive *Notch1* allele upregulates *Hes1* by 4-fold in DN3 thymocytes, which was insufficient for thymocyte self-renewal *in vivo* and required co-expression of the *SCL-LMO1* oncogenes.

*Myc* is required for the correct balance between self-renewal and differentiation of normal HSCs. Indeed, enforced *Myc* expression leads to HSC exhaustion whereas *Myc* deficiency results in increased HSC pool and self-renewal [93]-[95]. Our analysis of the Immgen data set indicates that MYC target genes but not *Myc* mRNA levels correlate with NOTCH1 activity during normal differentiation. This indicates additional levels of regulation; in particular MYC proteins are regulated by the ubiquitin ligase FBW7 in HSCs [96], which is frequently mutated in T-ALL patients [97]. These observations point to the critical importance of regulating MYC levels in thymocytes. *MYC* is a well-documented target of *NOTCH1* in leukemogenesis [27]. Furthermore, Myc promotes fibroblast reprogramming into induced pluripotent stem cells [98]. We now show that ectopic *My*c expression in thymocytes recapitulates the activity of the *Notch1* transgene to enhance thymocyte reprogramming by *SCL-LMO1*. Our observations on the role of *Notch1-Myc* as an enhancer of *SCL-LMO1* shed light on the pathway through which the BET-bromodomain inhibitors (JQ1) that inhibited Myc could decrease the growth of primary leukemic cells, i.e. most likely due to interference with the NOTCH1 pathway [87], [99], [100]. Finally, our observations on the primordial role of *Myc* over *Hes1* in substituting for NOTCH1 signals is consistent with the model of feed-forward-loop activated by NOTCH1 and MYC that promotes leukemic cell growth [29].

Therefore, our work clarifies the important role of *Notch1-Hes1/Myc* in the thymus as enhancers of self-renewal, but not as oncogenes with reprogramming activity. The *Scl* and *Lmo2* genes [46] are silenced in DN3 thymocytes by a repressive histone mark [13]. We therefore surmised that chromosomal translocations or retroviral integration upstream of the *LMO2* locus observed in pediatric T-ALL overcome these repressive marks to cause ectopic expression of oncogenes such as *LYL1, SCL* and *LMO2* which, in the context of DN3 thymocytes, collaborate with *NOTCH1-HES1/MYC* to confer aberrant self-renewal to these cells. We therefore propose a model in which *SCL-LMO1-Lyl1* and *Notch1-Hes1* are complementary in thymocyte reprogramming (**Fig. 7B**).

### Oncogenic reprogramming sets a pre-leukemic state by enabling self-renewal

Phenotypic plasticity or lineage infidelity is often observed in cancer [101]. A recent report indicates that phenotypic plasticity predisposes reprogrammed fibroblasts to express stem cell characteristics and to induce tumors in nude mice [102]. In contrast, we show here that pre-leukemic stem cells conserve their DN3 phenotype through three rounds of transplantation and that the acquisition of self-renewal as an essential stem cell characteristic can occur in the absence of phenotypic plasticity. Therefore, our data indicate that phenotype plasticity is not an essential premise for oncogenic reprogramming whereas self-renewal is a mandatory trait [7].

The cell of origin of T-ALL was inferred from the phenotype of the leukemic cells [38], or of LICs which was closer to the phenotype of a T-cell progenitor [22], [103]. Nonetheless, LICs. have evolved through several selective constraints and acquired additional complexity and are defined as cells that produce an overt invasive leukemia. Here we define the cell of origin of T-ALL and the mechanisms by which oncogenes reprogram normal thymocytes. We bring evidence that the activation of a self-renewal program requires collaboration between several genes and incoming environmental signals, which is likely to determine the nature of the cell of origin of leukemia. Thus, *SCL*, *LYL1* or *Notch1* are not endowed with intrinsic reprogramming activity. Both *SCL* and *LYL1* strongly enhanced *LMO1* self-renewal activity in DN3 thymocytes due to higher endogenous NOTCH1. Furthermore, the combination of three oncogenes, *Notch1*, *SCL* and *LMO1* had the strongest effect on self-renewal. Therefore, our data provide new mechanistic insights into the original two-hit model of cell transformation. Instead of each oncogene acting independently as a master switch in leukemia initiation, our work argues for the coincidence detection model in which biological outputs depend on the simultaneous occurrence of multiple signals within a network. Such cooperativity governs the process of self-renewal in pre-LSCs, which is an initiating event in T-ALL.

High LYL1 and LMO2 expression in T-ALL was previously associated with immature or ETP-ALL [38], [83], [104]. While TAL1 expression in T-ALL was linked with a late cortical stage of T cell differentiation on the basis of cell surface markers [38] or whole transcriptome [104], we provide cellular and genetic evidence that the initiating events occur in earlier stages in which NOTCH1 signals are highest, i.e. at the DN2b to DN3a transition, and that the *Cd3ε* gene is dispensable. These observations prompted us to examine the transcriptome of human adult T-ALL (Leucegene-IRIC) [105] and pediatric T-ALL [38]. This analysis also revealed that LYL1 and LMO2 were high in ETP and pro-T ALL but were detectable in almost all samples, suggesting that the molecular network defined in our study might operate in most T-ALL [106]. The importance of the SCL-LMO1 interaction described here for pre-LSC self-renewal activity, combined with the molecular view of this interaction interface suggests that targeting SCL-LMO interaction might represent a novel and promising therapeutic avenue. Such approach will be applicable to LYL1-LMO2 since the residues interacting with LMO2 are conserved between SCL and LYL1.

## Materials and Methods

### Mice and ethics statement

All animals were maintained in pathogen-free conditions according to institutional animal care and guidelines set by the Canadian Council on Animal Care. Our protocol entitled “T-cell acute lymphoblastic leukemia induced by the SCL oncogene” was approved by the Ethics Committee of experimentation on animals of the University of Montreal, CDEA (Comité de d?ontologie de l'expérimentation sur les animaux).

Transgenic mice were previously described: *pSil-TSCL* (*SCL^tg^*) [40], *Lck*-*LMO1* (*LMO1* ^tg^) and *Lck*-*NotchIC9* (*Notch1* ^tg^) (NIAID/Taconic Repository Bethesda), *E2a^+/-^* [107], *Lck*-*LYL1* (*LYL1* ^tg^) (International Mouse Strain Resource), *Transgenic Notch Reporter* (*TNR* ^tg^) (Tg(Cp-EGFP)25Gaia, The Jackson Laboratory, Maine, United States) and *Cd3ε* ^-/-^ [108]. Mice cohorts were generated by cross-breeding. Their genotypes were verified by PCR. The gene encoding the short isoform (p22) of wild-type and m13 mutant [37] SCL protein was amplified by PCR using the following primers: 5′-GCGCGAATTCATGGAGATTACTGATGGT-3′ and 5′-TATACCCGGGTCACCGAGGGCCG-GCTCC-3′. These fragments were digested with EcoRI and SmaI and subcloned in *Cd2*-VA minigene construct (gift from Dr Dimitris Kioussis, National Institute for Medical Research, London, UK) [109], [110]. DNA was microinjected into the pronucleus of C57BL6 mice by IRIC Transgenesis Core Facility, University of Montreal. Transgenic mice were backcrossed into the C57BL6 background for more than 10 generations.

### Transplantation assay

Pre-leukemic thymocytes from donor mice (CD45.2^+^) are transplanted intravenously into sub-lethally irradiated (600cGy) recipient mice (CD45.1^+^). Thymic chimerism in the T-lineage (Thy1.2^+^) was analysed by flow cytometry (FACS) and illustrated by the percentage of donor-derived cells (% CD45.2^+^) found in the recipient thymus.

### Limiting dilution assays

Pre-leukemic thymocytes from *SCL^tg^LMO1* ^tg^ and *Notch1^tg^SCL^tg^LMO1* ^tg^ mice were transplanted into sub-lethally (600 cGy) irradiated hosts (CD45.1^+^) at various cell doses (10^7^, 10^6^, 10^5^, 10^4^, 10^3^, and 10^2^) per recipient mouse (n = 7 mice for each dose). Mice were scored positive when T-cell lineage reconstitution was more than 1%. Pre-leukemic stem cell (pre-LSC) frequency (Range pre-LSC ± Confidence Interval) and Competitive Re-populating Unit (CRU) frequency for the indicated genotypes were calculated by applying Poisson statistics using the Limiting Dilution Analysis software (Stem Cell Technologies). The same strategy was used to compare the pre-LSC frequencies of DN3 *SCL* ^tg^ *LMO1* ^tg^ and *Cd3ε* ^-/-^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes. The mean activity of pre-leukemic stem cells (MAS) is calculated according to the Harrison formula [111], [112]. MAS represent the pre-LSC potential of approximately 1 CRU: MAS  =  [RU]/[CRU] where RU represents the re-populating activity of pre-LSC and CRU was determined by limiting dilution analysis as above. RU was calculated as previously described [33]. Since the number of competitor cells corresponds to the number of cells in the thymus of sub-lethally irradiated recipient mice, the formula was applied as follows: RU  =  [number of donor-derived cells]/[number of competitor host cells in recipient mouse thymus].

### *In vivo* competitive assay

Pre-leukemic *Cd3ε* ^-/-^ *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes (CD45.2^+^ GFP^-^) from one-week-old mice were mixed with *Cd3ε* ^-/-^ *Gfp* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ competitor thymocytes (CD45.2^+^ GFP^+^) in two ratios (1∶1 and 1∶20) at the indicated cell doses in Fig. 2D and S4C Fig. Mixed cells were then transplanted in irradiated hosts (CD45.1^+^). Thymic reconstitution by transplanted cells was assessed by FACS analysis 3 weeks post-transplantation.

### Immunostaining and FACS analysis

Single-cell suspensions were prepared from thymi of mice of the indicated ages and genotypes. Immunostaining was done as previously described [46]. All antibodies used for flow cytometry analysis were from Pharmingen (BD Biosciences, Mississauga, Ontario, Canada): CD44 (IM7), CD25 (PC61.5), CD4 (RM4-4), CD8 (53-6.7), Thy1.2 (30-H12) and CD24 (30-F1). Dead cells were excluded by propidium iodide staining. FACS, cell cycle and cell division analysis were performed on a LSRII cytometer (BD Biosciences) using DIVA (BD Biosciences) and ModFit LT (Verity Software House, Topsham, Maine, United States) software.

### Nuclear SCL labeling

For nuclear SCL labeling, thymocytes were fixed and permeabilized with Fixation/Permeabilization Solution Kit and washed 3 times with Perm/Wash buffer (BD Cytofix/Cytoperm, 554714; BD Biosciences, Mississauga, Ontario, Canada). The cells were then labeled with the monoclonal anti-human SCL BTL73 [113] at 1∶10 dilution, washed extensively with PBS, followed by a goat anti-mouse antibody coupled to FITC. The antibody was a generous gift from Danièle Mathieu-Mahul (Institut de Génétique Moléculaire, Montpellier, France).

### Co-culture conditions

Pre-leukemic cells were purified by FACS from transgenic mice and co-cultured on (GFP-positive) OP9 and OP9-DL1 stromal cell lines, as described previously [66]. Briefly, pre-leukemic cells were co-cultured on OP9 and OP9-DL1 cells in reconstituting a-MEM medium (12561, Gibco, Life Technologies, Burlington, Ontario, Canada) supplemented with 10% FBS (12318, Gibco), HEPES 10 mM (15630-080, Gibco), sodium pyruvate 1 mM (11360-070, Gibco), b-mercaptoethanol 55 µM (21985-023, Gibco), glutamax 2 mM (15750-060, Gibco), penicillin/Streptomycin (15140-122, Gibco), 5 ng/mL FLT-3 Ligand (308-FK, R&D system) and 5 ng/mL IL-7 (407-ML, R&D system). Medium was half changed twice per week and the cells were counted and phenotyped by FACS after co-culture.

### T-cell activation assay

T-cell stimulation was assessed using anti-CD3/CD28 beads as previously described [114]. Briefly, engrafted *SCL* ^tg^ *LMO1* ^tg^ pre-leukemic T cells (donor thymocytes) and host thymocytes were purified by FACS and co-cultured on a OP9-DL1 stromal cell line over 3 days with anti-CD3/CD28 beads (Dynabeads Mouse T-Activator CD3/CD28, 114.52D, Invitrogen, Life Technologies, Burlington, Ontario, Canada). The expression of the activation marker CD69 (H1.2F3, eBioscience, San Diego, California, United States) was then analyzed by flow cytometry at the surface of SP4 and SP8 cells. Host B cells purified from the spleen were used as a negative control.

### Cell cycle assay

DN3 thymocytes from WT, *SCL* ^tg^ *LMO1* ^tg^, *Notch1* ^tg^ and *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ mice were purified by FACS and co-cultured on OP9-DL1 stromal cell line during 3 days. Derived-thymocytes were immunostained with T cell markers and then fixed and permeabilized (CytofixCytoperm Plus, BD Bioscience) during 30 minutes before the staining with the Ki67-FITC antibody. The DAPI was added at the end of the staining as a marker of DNA content. Cycle cycle analysis of DN3 thymocytes was finally analysed by FACS.

### Microarray analysis

RNAs collected from *Cd3ε* ^-/-^ and *Cd3ε* ^-/-^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes were amplified and hybridized onto Affymetrix Mouse Genome 430A 2.0 arrays (Ottawa Genome Centre, Ottawa, Ontario, Canada). Raw data pre-processing and differential expression analysis was carried out using Bioconductor packages in the R environment, according to the following pipeline: (*i*) probesets were summarized and normalized using the RMA procedure implemented in the Affy package [115]; (*ii*) absent/present probesets were detected using the MAS5 implementation of the Affy package, and probesets deemed absent in both conditions (*Cd3ε^-/-^* and *Cd3ε* ^-/-^ *SCL* ^tg^ *LMO1* ^tg^) were removed from downstream analysis; and (*iii*) detection of differentially expressed genes was carried out using the Rank Products package [116].

### Collection and analysis of ChIP-Seq datasets

We collected genome-wide chromatin occupancy data for 31 hematopoietic transcription factors (51 ChIP-seq experiments in total) from Wang et al [68] and the HemoChIP project [74]. NOTCH1-binding peaks in G4A2 and T6E murine cell lines were computed using the Galaxy tool, according to the following steps: (i) sequence reads were mapped to the mouse genome mm9 using Bowtie with default parameters (maximum 2 mismatches); and (ii) peak coordinates were determined by the MACS tool, using the Pvalue cutoff <10–9. Peak coordinates for the HemoChIP dataset mapped to the mouse genome mm9 were downloaded from http://hscl.cimr.cam.ac.uk/ChIP-Seq_Compendium/ChIP-Seq_Compendium2.html. Finally, all peaks were associated to their closest transcription start sites in the mouse genome using PeakAnalyzer v.1.4 tool [117]. Gene lists bound by transcription factors used in downstream analyses (Figs. 4A, 5D, 6A) included only those genes containing at least one binding site for the given regulator within the proximal promoter (2 kb region around the transcription start site).

### RT-qPCR

Total RNAs were prepared from 50,000 purified cell population cells from 1-week-old mice using RNeasy extraction kit (Qiagen, Mississauga, Ontario, Canada). First strand cDNA syntheses were performed by reverse transcription as described [46]. Primer sequences are listed in S5 Table. Real-time quantitative PCR was done with SYBR Green Master Mix (Applied Biosystems, Foster City, California, United States) on Stratagene Mx3000 apparatus (Stratagene, La Jolla, California, United States). ΔΔCt values were calculated using Ct values from *β-actin* gene as reference.

### ChIP assays

The DN thymoma cell line AD10.1 [46] was cultured in IMDM (Invitrogen, Burlington, Ontario, Canada) containing 10% inactivated foetal calf serum (FSC) and 50 µM β-mercaptoethanol. The parental cell line was retrovirally transduced with MSCV empty vector or MSCV-SCL-expressing vector, and stable transfectants were kept under neomycin selection (1 mg/mL). Chromatin immunoprecipitation were performed as described previously [118] using the following antibodies: anti-SCL mouse monoclonal antibodies BTL73 (generously provided by Dr. D. Mathieu-Mahul, Institut de Génétique Moléculaire, Montpellier, France), rabbit anti-LMO1 (Bethyl Laboratories, A300-314A; Cedarlane Laboratories, Burlington, Ontario, Canada), and anti-rabbit IgG (Sigma, St-Louis, Missouri, United States). Oligonucleotide sequences used for promoter amplification are shown in S5 Table.

### Gene transfer into bone marrow cells

Gene transfer into bone marrow cells from 1-week-old pre-leukemic *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ mice was performed essentially as previously described [119]. Bone marrow cells were depleted of lineage positive cells through immunomagnetic bead cell separation (LIN^-^) and plated in suspension culture in IMDM with 15% FCS, 100 ng/mL murine Steel Factor (SF), 10 ng/mL human IL-6, 100 ng/ml human IL-11 and 5 ng/mL murine IL-3, at a concentration of 1×10^6^ cells/mL. All cytokines were produced as COS cell supernatants and were calibrated against recombinant standards. For the over-expression of Hes1 and c-Myc, LIN^-^ cells were overlaid on irradiated (1500 cGy) virus producing GP+E-86 cells contenaining the MSCV-GFP or –Hes1 or c-Myc in the presence of 0.8 µg/mL of polybrene (Sigma Aldrich) for 48h. For the down-regulation of Hes1, LIN^-^ cells were infected using lentiviral vectors containing either non-targeting shCTL or shHes1 (Sigma, TRCN0000028854; St. Louis, Missouri, United States) for 48 h. Following infection, cells were selected for 2 d with puromycin (1.5 µg/ml) and transplanted into irradiated CD45.1 hosts.

### Transcriptome sequencing of T-ALL patient samples

11 T-ALL samples were collected by the Quebec Leukemia Cell Bank with informed consent. The project was approved by the Research Ethics Board of the Maisonneuve-Rosemont Hospital and Université de Montréal. These samples include the complete array of phenotypic T-ALL, ranging from ETP (1 sample) to cortical T (3 samples), as previously published [105]. Transcriptome libraries were generated from 4 µg total RNA. Sequence data obtained by paired-end sequencing (2×100 bp, Illumina HiSeq2000) were mapped to the mouse reference genome and analyzed as reported. RNA-seq yielded 15 Gb of mapped reads per sample, with an average of 15.2 reads per kilobase per million (RPKM). Data were log2 transformed and normalized between samples. RPKM values are taken as measures of the relative molar RNA concentration for each set of transcript. Correlation coefficients calculated for *LMO2* are shown in Fig. 6C.

Additional details for clonality analysis, co-immunoprecipitation, Luciferase assays and Notch1 sequencing are provided in S1 Protocol.

## Supporting Information

S1 Fig (**A**) Schematic diagram of thymocyte differentiation. (**B**) Gating strategy for purification of thymocyte subpopulations. (**C**) Total cell numbers recovered from the thymi and spleens of mice transplanted with either pre-leukemic thymocytes or leukemic thymocytes from *SCL* ^tg^ *LMO1* ^tg^ mice. Donor thymocytes were taken during the pre-leukemic phase (5 week-old) or at time of overt leukemia (16-20 week-old).
(PDF) Click here for additional data file.

S2 Fig GSI does not affect the viability of OP9-DL1 stromal cells. OP9-DL1 stromal cells were cultured in the presence (0.5–5 µM) or not of DAPT (GSI). After 4 days, the number of viable cells recovered per culture was calculated.
(PDF) Click here for additional data file.

S3 Fig The *Notch1* oncogene collaborates with SCL-LMO1 to induce pre-leukemic cell infiltration in hematopoietic organs. (**A**) Mice transplanted with *SCL* ^tg^ *LMO1* ^tg^ or *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes were analyzed by flow cytometry for reconstitution in the spleen and BM after 3 weeks (10^5^ thymocytes per mouse). (**B**) Representative FACS profiles of donor-derived T cells (CD45.2^+^Thy1^+^) recovered in the thymus, spleen and BM of mice transplanted with *SCL* ^tg^ *LMO1* ^tg^ and *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ pre-leukemic thymocytes after 3 weeks. Note that the low levels of donor-derived T cells (<1%, panel A) in the spleen and bone marrow of mice transplanted with *SCL* ^tg^ *LMO1* ^tg^ thymocytes were mature SP8 or SP4 cells whereas the thymus was repopulated to high levels (10–80%) by donor-derived immature DN and DP cells. In contrast, the spleen, bone marrow and thymus of mice transplanted with *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ pre-leukemic thymocytes were reconstituted to high levels by the same DN, ISP8 and DP cells. (**C**) Oncogenic *Notch1* did not modify the mean stem cell activities (MAS) of *SCL* ^tg^ *LMO1* ^tg^ pre-LSCs. The MAS of *SCL* ^tg^ *LMO1* ^tg^ and *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ pre-LSCs was calculated at ∼1 CRU. Box plots illustrate the medians together with the 25 and 75 percentiles and the extreme values in each distribution. (**D**) *Tcrβ* gene rearrangement signature in pre-leukemic thymocytes from *SCL^tg^LMO1^tg^*, *Notch1^tg^SCL^tg^LMO1^tg^* mice before and after transplantation.
(PDF) Click here for additional data file.

S4 Fig The Notch1 oncogene confers a competitive advantage to *SCL* ^tg^ *LMO1* ^tg^ thymocytes whereas pre-TCR signalling is dispensable. (**A**) Representative FACS profiles of thymocytes from *Cd3ε*-proficient or *Cd3ε*-deficient WT mice. (**B**) DN3 *Cd3ε* ^-/-^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes exhibit an aberrant self-renewal activity. Serial transplantation of pre-leukemic *Cd3ε* ^-/-^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes (5×10^6^) was into primary (I), secondary (II) and tertiary (III) recipient mice (6 to 9 mice per group) (*left panel*). The absolute numbers of donor-derived DN3 thymocytes were calculated 3 weeks after transplantation (*right panel*). (**C**) The *Notch1* oncogene confers a competitive advantage to *Cd3ε^-/-^SCL-LMO1* pre-leukemic thymocytes. Illustrated are representative FACS profiles of competition assays between *Cd3ε^-/-^Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ and *Cd3ε^-/-^Gfp* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ thymocytes, 3 weeks post-transplantation. Data show reconstitution (Thy1.2^+^CD45.2+) within the GFP^+^ and GFP^-^ populations, representative of each cohort of transplanted recipients. (**D**) *Notch1* expands the cellular targets of *SCL-LMO1* to DN1-4 and ISP8 but not DP cells. Pre-leukemic thymocyte subsets were purified from *Notch1^tg^SCL^tg^LMO1* ^tg^ mice as indicated and transplanted at 3×10^4^ cells per recipient mouse and engraftment in the thymus, le spleena and the BM was assessed 3 weeks later.
(PDF) Click here for additional data file.

S5 Fig DN3 thymocytes express highest Notch levels and exhibit highest NOTCH1 activity. (**A**) Expression levels of the *Notch1* and *Notch3* genes in purified thymocyte subsets from *WT* and *SCL* ^tg^ *LMO1* ^tg^ mice were assessed by qRT-PCR. Data are the mean +/-SD of 3 independent experiments, after normalization to *β-Actin*. (**B**) The percentages of GFP^+^ cells in thymocyte subsets from Notch1 reporter (*TNR^tg^*) mice were compared by flow cytometry analysis.
(PDF) Click here for additional data file.

S6 Fig (**A**) Lineage negative (LIN^-^) cells from *SCL* ^tg^ *LMO1* ^tg^ mice (CD45.2^+^) were transduced with either MSCV-GFP, -Hes1 and -cMyc retroviral vectors as described in Fig. 3D. Absolute number of donor-derived GFP^+^CD45.2^+^ DN1, DN4 and DP thymocytes in primary mice was calculated. (**B**) *Hes1* RNA interference decreases the expansion of *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ pre-leukemic thymocytes in transplanted hosts. Lineage negative (LIN^-^) cells from *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ mice were transduced with either sh*Hes1* lentiviral vectors or non-targeted control shRNA (shCTL) and transplanted (*upper panel*). Thymocytes were harvested and transplanted into secondary recipients. Shown are the absolute numbers of donor-derived thymocyte subsets in secondary recipient mice (n = 7, ** p<0.001, *lower panel*).
(PDF) Click here for additional data file.

S7 Fig (**A**) Heatmap of the 53 up-regulated genes identified by transcriptome analysis of *Cd3ε* ^-/-^ thymocytes expressing SCL-LMO1 or not with the probability of false positive <0.01 (*left panel*). Comparison of this list with the TAL-1, LMO2 and LYL1 genome binding profiles from a compendium of ChIP-seq datasets in several hematopoietic cell lines [74] (*right panel*). (**B**) *Lyl1* gene is associated with hematopoietic and cancer stem cell signature. The comparison of the up-regulated genes by SCL-LMO1 in pre-leukemic thymocytes with published gene signatures from the GeneSig and SDB databases highlights a subset of genes that are found in hematopoietic and cancer stem cell signatures, including *Lyl1*.
(PDF) Click here for additional data file.

S8 Fig (**A**) GSEA analysis of E2A-bound genes in *SCL-LMO1* thymocytes was analyzed as described in Fig. 4B. (**B**) SCLm13 interacts with E47 but not LMO1. Thymocyte extracts were immunoprecipitated with the indicated antibodies (IP), followed by western blotting with the antibodies shown on the left. Note that both E47 and LMO1 co-immunoprecipitated with SCL while only E47 co-immuprecipitated with SCLm13. (**C**) The interaction between SCL and LMO1 is required for *Lyl1* promoter activation. Results are expressed as fold activation of the *Lyl1* promoter (*Lyl1*-Luc) in NIH3T3 cells co-transfected with *SCL* or *SCLm13* together with *LMO1*, *LDB1*, *E47* and *GATA1* (complex +SCL or SCLm13) relative to the reporter vector alone. The activity of this complex depends on SCL (compare complex + versus – SCL). Data were normalized to an internal control for transfection efficiency (CMV-βgal) and represent the mean ± SD (n = 3). (**D**) E protein-dependent *Ptcra* enhancer activity is similarly inhibited by SCL and SCLm13. AD10.1 DN T cells were electroporated with *Ptcra* enhancer constructs, and the MSCV vector with or without SCL or SCLm13. Results are expressed as luciferase activity relative to the minimal TATA promoter. (**E**) Loss of one *E2a* allele significantly decreased expression levels of E2A target genes in DN thymocytes. mRNA levels of *Cdkn2a* and *Ptcra* in purified DN thymocytes from *E2a* ^+/+^, *E2a* ^+/-^ and *E2a* ^-/-^ mice were determined by qRT-PCR and normalized to *β-Actin* (Mean +/- SD, n = 3).
(PDF) Click here for additional data file.

S9 Fig (**A**) Pre-leukemic DN3 thymocytes from 3-week-old donor mice of the indicated genotypes were transplanted (5×10^4^ cells per recipient mouse). Donor-derived thymocytes (CD45.2^+^Thy1^+^) were analysed by flow cytometry 6 weeks post-transplantation. (**B**) Representative immunophenotypes of engrafted thymocytes of the indicated genotypes.
(PDF) Click here for additional data file.

S10 Fig *LYL1-LMO1* specifically expand the DN3 cell population after transplantation. Pre-leukemic thymocytes (1.5×10^7^ cells) from 3-week-old *LYL1* ^tg^ *LMO1* ^tg^ mice (CD45.2^+^) were transplanted into sub-lethally irradiated CD45.1^+^ recipient mice. Mice were analyzed for engraftment 6 weeks post-transplantation. The expansion folds of the indicated thymocyte subsets were calculated as the ratio of the absolute numbers of donor-derived cells of each subset recovered from the thymus of transplanted mice over the absolute numbers present in the initial inoculum.
(PDF) Click here for additional data file.

S11 Fig Heat map of gene expression profiles in pediatric T-ALL patient samples [38] obtained by RT-PCR.
(PDF) Click here for additional data file.

S1 Table Absence of *Notch1* activating mutations in *SCL* ^tg^ *LMO1* ^tg^ and *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ pre-leukemic thymocytes. The exons 26, 27 and 34 of the *Notch1* gene from *SCL* ^tg^ *LMO1* ^tg^ and *Notch1* ^tg^ *SCL* ^tg^ *LMO1* ^tg^ pre-leukemic thymocytes before and after transplantation were sequenced. *SCL* ^tg^ *LMO1* ^tg^ leukemic cells were used as a positive control. Provided in excel file.
(XLS) Click here for additional data file.

S2 Table List of NOTCH1-bound genes responding to GSI that are upregulated during thymocyte differentiation. Gene expression data from the Immgen project were collected. Listed are genes that increase by more than 1.3-fold at each transitional stage and exhibit NOTCH1-bound peaks within 2 kb of the transcription start sites [68]. Peaks that are common in 2 murine T-ALL cell lines were retained for this analysis. Provided in excel file.
(XLS) Click here for additional data file.

S3 Table List of genes differentially expressed between *Cd3ε* ^-/-^ thymocytes expressing or not the *SCL* and *LMO1* oncogenes assessed by a probability of false positive threshold (Pfp) smaller than 0.01. The comparison of this list with the TAL-1/LMO2 genome binding profiles from a compendium of ChIP-seq datasets in several hematopoietic cell lines [74], identified 9 genes (in bold) that are presumed direct SCL and LMO2 targets. Provided in excel file.
(XLS) Click here for additional data file.

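S3 Table gives for each gene a fold change and a probability of false positive, an estimate, from permuted values, of the share of false calls among the genes ranked at least as high. Of its 86 genes, 74 have a probe set here that names the gene alone, 44 of them up and 30 down in the table. For 72 of these (43 and 29) a probe set matched the table's fold within 0.001 on the log2 scale when the sign was turned, and for 0 with the sign as labelled. In none of the other 9 splits of the 6 arrays did any gene match, in either direction. After the filter on low values 72 genes of the table were measured, and all lay on the opposite side of 0 from the table. Of these 13 passed limma and 69 when adjusted over the list alone, in that opposite direction, which is not independent evidence since the study chose the genes on these arrays. With the sign turned, 65 of the 72 had a percentage of false positives under 0.1 in the rank products computed here. The highest probability of false positive in the table itself is the paper's 0.0987, and 67 of its genes have 0.01 or more.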

S4 Table Significant signature enrichment in differentially expressed genes (adjusted p values ≤0.05). Provided in excel file.
(XLS) Click here for additional data file.

S5 Table Sequences of oligonucleotide primers used for TaqMan Real-time quantitative PCR, *TCRβ* gene rearrangements, chromatin immunoprecipitation and for Sanger sequencing of exons 26, 27 and 34 of the *Notch1* gene. Provided in excel file.
(XLS) Click here for additional data file.

S1 Protocol Additional details for clonality analysis, co-immunoprecipitation, luciferase assays and Notch1 sequencing are provided in S1 Protocol.
(DOCX) Click here for additional data file.

## References

[1] LapidotT, SirardC, VormoorJ, MurdochB, HoangT, et al (1994) A cell initiating human acute myeloid leukaemia after transplantation into SCID mice. Nature 367: 645–648.750904410.1038/367645a0

[2] ValentP, BonnetD, WohrerS, AndreeffM, CoplandM, et al (2013) Heterogeneity of neoplastic stem cells: theoretical, functional, and clinical implications. Cancer Res 73: 1037–1045.2334516210.1158/0008-5472.CAN-12-3678

[3] BonnetD, DickJE (1997) Human acute myeloid leukemia is organized as a hierarchy that originates from a primitive hematopoietic cell. Nat Med 3: 730–737.921209810.1038/nm0797-730

[4] JordanCT (2009) Cancer stem cells: controversial or just misunderstood? Cell Stem Cell 4: 203–205.1926565910.1016/j.stem.2009.02.003PMC2871155

[5] Vicente-DuenasC, Romero-CamareroI, CobaledaC, Sanchez-GarciaI (2013) Function of oncogenes in cancer development: a changing paradigm. EMBO J 32: 1502–1513.2363285710.1038/emboj.2013.97PMC3671260

[6] NguyenLV, VannerR, DirksP, EavesCJ (2012) Cancer stem cells: an evolving concept. Nat Rev Cancer 12: 133–143.2223739210.1038/nrc3184

[7] GreavesM, MaleyCC (2012) Clonal evolution in cancer. Nature 481: 306–313.2225860910.1038/nature10762PMC3367003

[8] KrivtsovAV, TwomeyD, FengZ, StubbsMC, WangY, et al (2006) Transformation from committed progenitor to leukaemia stem cell initiated by MLL-AF9. Nature 442: 818–822.1686211810.1038/nature04980

[9] McCormackMP, YoungLF, VasudevanS, de GraafCA, CodringtonR, et al (2010) The Lmo2 oncogene initiates leukemia in mice by inducing thymocyte self-renewal. Science 327: 879–883.2009343810.1126/science.1182378

[10] HongD, GuptaR, AncliffP, AtzbergerA, BrownJ, et al (2008) Initiating and cancer-propagating cells in TEL-AML1-associated childhood leukemia. Science 319: 336–339.1820229110.1126/science.1150648

[11] BhandoolaA, SambandamA (2006) From stem cell to T cell: one route or many? Nat Rev Immunol 6: 117–126.1649113610.1038/nri1778

[12] MartinsVC, RuggieroE, SchlennerSM, MadanV, SchmidtM, et al (2012) Thymus-autonomous T cell development in the absence of progenitor import. J Exp Med 209: 1409–1417.2277838910.1084/jem.20120846PMC3420332

[13] ZhangJA, MortazaviA, WilliamsBA, WoldBJ, RothenbergEV (2012) Dynamic transformations of genome-wide epigenetic marking and transcriptional control establish T cell identity. Cell 149: 467–482.2250080810.1016/j.cell.2012.01.056PMC3336965

[14] CiofaniM, SchmittTM, CiofaniA, MichieAM, CuburuN, et al (2004) Obligatory role for cooperative signaling by pre-TCR and Notch during thymocyte differentiation. J Immunol 172: 5230–5239.1510026110.4049/jimmunol.172.9.5230

[15] WengAP, FerrandoAA, LeeW, MorrisJPt, SilvermanLB, et al (2004) Activating mutations of NOTCH1 in human T cell acute lymphoblastic leukemia. Science 306: 269–271.1547207510.1126/science.1102160

[16] O'NeilJ, CalvoJ, McKennaK, KrishnamoorthyV, AsterJC, et al (2006) Activating Notch1 mutations in mouse models of T-ALL. Blood 107: 781–785.1616658710.1182/blood-2005-06-2553PMC1895623

[17] TremblayM, TremblayCS, HerblotS, AplanPD, HebertJ, et al (2010) Modeling T-cell acute lymphoblastic leukemia induced by the SCL and LMO1 oncogenes. Genes Dev 24: 1093–1105.2051619510.1101/gad.1897910PMC2878648

[18] BigasA, EspinosaL (2012) Hematopoietic stem cells: to be or Notch to be. Blood 119: 3226–3235.2230829110.1182/blood-2011-10-355826

[19] KochU, LehalR, RadtkeF (2013) Stem cells living with a Notch. Development 140: 689–704.2336234310.1242/dev.080614

[20] Chiang MY, Shestova O, Xu L, Aster JC, Pear WS (2012) Divergent effects of supraphysiological Notch signals on leukemia stem cells and hematopoietic stem cells. Blood.10.1182/blood-2012-03-416503PMC356733823115273

[21] ArmstrongF, de la GrangePB, GerbyB, RouyezMC, CalvoJ, et al (2009) NOTCH is a key regulator of human T-cell acute leukemia initiating cell activity. Blood 113: 1730–1740.1898486210.1182/blood-2008-02-138172

[22] GerbyB, ClappierE, ArmstrongF, DeswarteC, CalvoJ, et al (2011) Expression of CD34 and CD7 on human T-cell acute lymphoblastic leukemia discriminates functionally heterogeneous cell populations. Leukemia 25: 1249–1258.2156665510.1038/leu.2011.93

[23] TatarekJ, CullionK, AshworthT, GersteinR, AsterJC, et al (2011) Notch1 inhibition targets the leukemia-initiating cells in a Tal1/Lmo2 mouse model of T-ALL. Blood 118: 1579–1590.2167046810.1182/blood-2010-08-300343PMC3156046

[24] WendorffAA, KochU, WunderlichFT, WirthS, DubeyC, et al (2010) Hes1 is a critical but context-dependent mediator of canonical Notch signaling in lymphocyte development and transformation. Immunity 33: 671–684.2109332310.1016/j.immuni.2010.11.014

[25] DudleyDD, WangHC, SunXH (2009) Hes1 potentiates T cell lymphomagenesis by up-regulating a subset of notch target genes. PLoS One 4: e6678.1968809210.1371/journal.pone.0006678PMC2722736

[26] D'AltriT, GonzalezJ, AifantisI, EspinosaL, BigasA (2011) Hes1 expression and CYLD repression are essential events downstream of Notch1 in T-cell leukemia. Cell Cycle 10: 1031–1036.2138978310.4161/cc.10.7.15067PMC3974883

[27] WengAP, MillhollandJM, Yashiro-OhtaniY, ArcangeliML, LauA, et al (2006) c-Myc is an important direct target of Notch1 in T-cell acute lymphoblastic leukemia/lymphoma. Genes Dev 20: 2096–2109.1684735310.1101/gad.1450406PMC1536060

[28] SteiningerA, MobsM, UllmannR, KochertK, KreherS, et al (2011) Genomic loss of the putative tumor suppressor gene E2A in human lymphoma. J Exp Med 208: 1585–1593.2178841010.1084/jem.20101785PMC3149217

[29] PalomeroT, LimWK, OdomDT, SulisML, RealPJ, et al (2006) NOTCH1 directly regulates c-MYC and activates a feed-forward-loop transcriptional network promoting leukemic cell growth. Proc Natl Acad Sci U S A 103: 18261–18266.1711429310.1073/pnas.0606108103PMC1838740

[30] ChiangMY, XuL, ShestovaO, HistenG, L'HeureuxS, et al (2008) Leukemia-associated NOTCH1 alleles are weak tumor initiators but accelerate K-ras-initiated leukemia. J Clin Invest 118: 3181–3194.1867741010.1172/JCI35090PMC2491459

[31] SwiersG, PatientR, LooseM (2006) Genetic regulatory networks programming hematopoietic stem cells and erythroid lineage specification. Dev Biol 294: 525–540.1662668210.1016/j.ydbio.2006.02.051

[32] ReynaudD, RavetE, TiteuxM, MazurierF, ReniaL, et al (2005) SCL/TAL1 expression level regulates human hematopoietic stem cell self-renewal and engraftment. Blood 106: 2318–2328.1596151710.1182/blood-2005-02-0557

[33] LacombeJ, HerblotS, Rojas-SutterlinS, HamanA, BarakatS, et al (2010) Scl regulates the quiescence and the long-term competence of hematopoietic stem cells. Blood 115: 792–803.1985074210.1182/blood-2009-01-201384

[34] SouroullasGP, SalmonJM, SablitzkyF, CurtisDJ, GoodellMA (2009) Adult hematopoietic stem and progenitor cells require either Lyl1 or Scl for survival. Cell Stem Cell 4: 180–186.1920080510.1016/j.stem.2009.01.001PMC2672304

[35] PorcherC, SwatW, RockwellK, FujiwaraY, AltFW, et al (1996) The T cell leukemia oncoprotein SCL/tal-1 is essential for development of all hematopoietic lineages. Cell 86: 47–57.868968610.1016/s0092-8674(00)80076-8

[36] SchlaegerTM, SchuhA, FlitterS, FisherA, MikkolaH, et al (2004) Decoding hematopoietic specificity in the helix-loop-helix domain of the transcription factor SCL/Tal-1. Mol Cell Biol 24: 7491–7502.1531415910.1128/MCB.24.17.7491-7502.2004PMC506978

[37] LecuyerE, LariviereS, SincennesMC, HamanA, LahlilR, et al (2007) Protein stability and transcription factor complex assembly determined by the SCL-LMO2 interaction. J Biol Chem 282: 33649–33658.1787815510.1074/jbc.M703939200

[38] FerrandoAA, NeubergDS, StauntonJ, LohML, HuardC, et al (2002) Gene expression signatures define novel oncogenic pathways in T cell acute lymphoblastic leukemia. Cancer Cell 1: 75–87.1208689010.1016/s1535-6108(02)00018-1

[39] McGuireEA, RintoulCE, SclarGM, KorsmeyerSJ (1992) Thymic overexpression of Ttg-1 in transgenic mice results in T-cell acute lymphoblastic leukemia/lymphoma. Mol Cell Biol 12: 4186–4196.150821310.1128/mcb.12.9.4186-4196.1992PMC360323

[40] AplanPD, JonesCA, ChervinskyDS, ZhaoX, EllsworthM, et al (1997) An scl gene product lacking the transactivation domain induces bony abnormalities and cooperates with LMO1 to generate T-cell malignancies in transgenic mice. EMBO J 16: 2408–2419.917135410.1093/emboj/16.9.2408PMC1169841

[41] LarsonRC, LavenirI, LarsonTA, BaerR, WarrenAJ, et al (1996) Protein dimerization between Lmo2 (Rbtn2) and Tal1 alters thymocyte development and potentiates T cell tumorigenesis in transgenic mice. Embo J 15: 1021–1027.8605871PMC449997

[42] HsuHL, WadmanI, TsanJT, BaerR (1994) Positive and negative transcriptional control by the TAL1 helix-loop-helix protein. Proc Natl Acad Sci U S A 91: 5947–5951.801609410.1073/pnas.91.13.5947PMC44114

[43] ParkST, SunXH (1998) The Tal1 oncoprotein inhibits E47-mediated transcription. Mechanism of inhibition. J Biol Chem 273: 7030–7037.950701110.1074/jbc.273.12.7030

[44] ChervinskyDS, ZhaoXF, LamDH, EllsworthM, GrossKW, et al (1999) Disordered T-cell development and T-cell malignancies in SCL LMO1 double-transgenic mice: parallels with E2A-deficient mice. Mol Cell Biol 19: 5025–5035.1037355210.1128/mcb.19.7.5025PMC84335

[45] YanW, YoungAZ, SoaresVC, KelleyR, BenezraR, et al (1997) High incidence of T-cell tumors in E2A-null mice and E2A/Id1 double-knockout mice. Mol Cell Biol 17: 7317–7327.937296310.1128/mcb.17.12.7317PMC232588

[46] HerblotS, SteffAM, HugoP, AplanPD, HoangT (2000) SCL and LMO1 alter thymocyte differentiation: inhibition of E2A-HEB function and pre-T alpha chain expression. Nat Immunol 1: 138–144.1124880610.1038/77819

[47] O'NeilJ, ShankJ, CussonN, MurreC, KelliherM (2004) TAL1/SCL induces leukemia by inhibiting the transcriptional activity of E47/HEB. Cancer Cell 5: 587–596.1519326110.1016/j.ccr.2004.05.023

[48] MurreC (2005) Helix-loop-helix proteins and lymphocyte development. Nat Immunol 6: 1079–1086.1623992410.1038/ni1260

[49] KeeBL (2009) E and ID proteins branch out. Nat Rev Immunol 9: 175–184.1924075610.1038/nri2507

[50] HerblotS, AplanPD, HoangT (2002) Gradient of E2A activity in B-cell development. Mol Cell Biol 22: 886–900.1178486410.1128/MCB.22.3.886-900.2002PMC133542

[51] GoardonN, SchuhA, HajarI, MaX, JouaultH, et al (2002) Ectopic expression of TAL-1 protein in Ly-6E.1-htal-1 transgenic mice induces defects in B- and T-lymphoid differentiation. Blood 100: 491–500.1209134010.1182/blood.v100.2.491

[52] RobbL, RaskoJE, BathML, StrasserA, BegleyCG (1995) scl, a gene frequently activated in human T cell leukaemia, does not induce lymphomas in transgenic mice. Oncogene 10: 205–209.7824274

[53] KelliherMA, SeldinDC, LederP (1996) Tal-1 induces T cell acute lymphoblastic leukemia accelerated by casein kinase IIalpha. Embo J 15: 5160–5166.8895560PMC452259

[54] AifantisI, RaetzE, BuonamiciS (2008) Molecular pathogenesis of T-cell leukaemia and lymphoma. Nat Rev Immunol 8: 380–390.1842130410.1038/nri2304

[55] KimD, PengXC, SunXH (1999) Massive apoptosis of thymocytes in T-cell-deficient Id1 transgenic mice. Mol Cell Biol 19: 8240–8253.1056754910.1128/mcb.19.12.8240PMC84908

[56] Van VlierbergheP, FerrandoA (2012) The molecular basis of T cell acute lymphoblastic leukemia. J Clin Invest 122: 3398–3406.2302371010.1172/JCI61269PMC3461904

[57] OnoY, FukuharaN, YoshieO (1998) TAL1 and LIM-only proteins synergistically induce retinaldehyde dehydrogenase 2 expression in T-cell acute lymphoblastic leukemia by acting as cofactors for GATA3. Mol Cell Biol 18: 6939–6950.981938210.1128/mcb.18.12.6939PMC109277

[58] LecuyerE, HerblotS, Saint-DenisM, MartinR, BegleyCG, et al (2002) The SCL complex regulates c-kit expression in hematopoietic cells through functional interaction with Sp1. Blood 100: 2430–2440.1223915310.1182/blood-2002-02-0568

[59] KusyS, GerbyB, GoardonN, GaultN, FerriF, et al (2010) NKX3.1 is a direct TAL1 target gene that mediates proliferation of TAL1-expressing human T cell acute lymphoblastic leukemia. J Exp Med 207: 2141–2156.2085549510.1084/jem.20100745PMC2947082

[60] SandaT, LawtonLN, BarrasaMI, FanZP, KohlhammerH, et al (2012) Core transcriptional regulatory circuit controlled by the TAL1 complex in human T cell acute lymphoblastic leukemia. Cancer Cell 22: 209–221.2289785110.1016/j.ccr.2012.06.007PMC3422504

[61] McCormack MP, Shields BJ, Jackson JT, Nasa C, Shi W, et al.. (2013) Requirement for Lyl1 in a model of Lmo2-driven early T-cell precursor ALL. Blood.10.1182/blood-2012-09-45857023926305

[62] McMurrayHR, SampsonER, CompitelloG, KinseyC, NewmanL, et al (2008) Synergistic response to oncogenic mutations defines gene class critical to cancer phenotype. Nature 453: 1112–1116.1850033310.1038/nature06973PMC2613942

[63] AshtonJM, BalysM, NeeringSJ, HassaneDC, CowleyG, et al (2012) Gene sets identified with oncogene cooperativity analysis regulate in vivo growth and survival of leukemia stem cells. Cell Stem Cell 11: 359–372.2286353410.1016/j.stem.2012.05.024PMC4023631

[64] Cancer Genome Atlas Research N (2013) Genomic and epigenomic landscapes of adult de novo acute myeloid leukemia. N Engl J Med 368: 2059–2074.2363499610.1056/NEJMoa1301689PMC3767041

[65] Kalender AtakZ, GianfeliciV, HulselmansG, De KeersmaeckerK, DevasiaAG, et al (2013) Comprehensive analysis of transcriptome variation uncovers known and novel driver events in T-cell acute lymphoblastic leukemia. PLoS Genet 9: e1003997.2436727410.1371/journal.pgen.1003997PMC3868543

[66] SchmittTM, Zuniga-PfluckerJC (2002) Induction of T cell development from hematopoietic progenitor cells by delta-like-1 in vitro. Immunity 17: 749–756.1247982110.1016/s1074-7613(02)00474-0

[67] TanJB, VisanI, YuanJS, GuidosCJ (2005) Requirement for Notch1 signals at sequential early stages of intrathymic T cell development. Nat Immunol 6: 671–679.1595181210.1038/ni1217

[68] WangH, ZouJ, ZhaoB, JohannsenE, AshworthT, et al (2011) Genome-wide analysis reveals conserved and divergent features of Notch1/RBPJ binding in human and murine T-lymphoblastic leukemia cells. Proc Natl Acad Sci U S A 108: 14908–14913.2173774810.1073/pnas.1109023108PMC3169118

[69] AsterJC, PearWS, BlacklowSC (2008) Notch signaling in leukemia. Annu Rev Pathol 3: 587–613.1803912610.1146/annurev.pathmechdis.3.121806.154300PMC5934586

[70] DeneaultE, CellotS, FaubertA, LaverdureJP, FrechetteM, et al (2009) A functional screen to identify novel effectors of hematopoietic stem cell activity. Cell 137: 369–379.1937970010.1016/j.cell.2009.03.026PMC5770201

[71] RossiL, LinKK, BolesNC, YangL, KingKY, et al (2012) Less is more: unveiling the functional core of hematopoietic stem cells through knockout mice. Cell Stem Cell 11: 302–317.2295892910.1016/j.stem.2012.08.006PMC3461270

[72] SharmaVM, CalvoJA, DraheimKM, CunninghamLA, HermanceN, et al (2006) Notch1 contributes to mouse T-cell leukemia by directly inducing the expression of c-myc. Mol Cell Biol 26: 8022–8031.1695438710.1128/MCB.01091-06PMC1636748

[73] KunisatoA, ChibaS, Nakagami-YamaguchiE, KumanoK, SaitoT, et al (2003) HES-1 preserves purified hematopoietic stem cells ex vivo and accumulates side population cells in vivo. Blood 101: 1777–1783.1240686810.1182/blood-2002-07-2051

[74] HannahR, JoshiA, WilsonNK, KinstonS, GottgensB (2011) A compendium of genome-wide hematopoietic transcription factor maps supports the identification of gene regulatory control mechanisms. Exp Hematol 39: 531–541.2133865510.1016/j.exphem.2011.02.009

[75] WilsonNK, FosterSD, WangX, KnezevicK, SchutteJ, et al (2010) Combinatorial transcriptional control in blood stem/progenitor cells: genome-wide analysis of ten major transcriptional regulators. Cell Stem Cell 7: 532–544.2088795810.1016/j.stem.2010.07.016

[76] LecuyerE, HoangT (2004) SCL: from the origin of hematopoiesis to stem cells and leukemia. Exp Hematol 32: 11–24.1472589610.1016/j.exphem.2003.10.010

[77] IkawaT, KawamotoH, GoldrathAW, MurreC (2006) E proteins and Notch signaling cooperate to promote T cell lineage specification and commitment. J Exp Med 203: 1329–1342.1668250010.1084/jem.20060268PMC2121213

[78] MiyazakiK, MiyazakiM, MurreC (2014) The establishment of B versus T cell identity. Trends Immunol 35: 205–210.2467943610.1016/j.it.2014.02.009PMC4030559

[79] BainG, QuongMW, SoloffRS, HedrickSM, MurreC (1999) Thymocyte maturation is regulated by the activity of the helix-loop-helix protein, E47. J Exp Med 190: 1605–1616.1058735110.1084/jem.190.11.1605PMC2195738

[80] ZhuangY, ChengP, WeintraubH (1996) B-lymphocyte development is regulated by the combined dosage of three basic helix-loop-helix genes, E2A, E2-2, and HEB. Mol Cell Biol 16: 2898–2905.864940010.1128/mcb.16.6.2898PMC231283

[81] DeleuzeV, El-HajjR, ChalhoubE, DohetC, PinetV, et al (2012) Angiopoietin-2 is a direct transcriptional target of TAL1, LYL1 and LMO2 in endothelial cells. PLoS One 7: e40484.2279234810.1371/journal.pone.0040484PMC3391236

[82] ZohrenF, SouroullasGP, LuoM, GerdemannU, ImperatoMR, et al (2012) The transcription factor Lyl-1 regulates lymphoid specification and the maintenance of early T lineage progenitors. Nat Immunol 13: 761–769.2277240410.1038/ni.2365PMC3411897

[83] HommingaI, PietersR, LangerakAW, de RooiJJ, StubbsA, et al (2011) Integrated transcript and genome analyses reveal NKX2-1 and MEF2C as potential oncogenes in T cell acute lymphoblastic leukemia. Cancer Cell 19: 484–497.2148179010.1016/j.ccr.2011.02.008

[84] SmithS, TripathiR, GoodingsC, ClevelandS, MathiasE, et al (2014) LIM Domain Only-2 (LMO2) Induces T-Cell Leukemia by Two Distinct Pathways. PLoS One 9: e85883.2446576510.1371/journal.pone.0085883PMC3897537

[85] HommingaI, VuerhardMJ, LangerakAW, Buijs-GladdinesJ, PietersR, et al (2012) Characterization of a pediatric T-cell acute lymphoblastic leukemia patient with simultaneous LYL1 and LMO2 rearrangements. Haematologica 97: 258–261.2205820110.3324/haematol.2011.051722PMC3269487

[86] GiambraV, JenkinsCR, WangH, LamSH, ShevchukOO, et al (2012) NOTCH1 promotes T cell leukemia-initiating activity by RUNX-mediated regulation of PKC-theta and reactive oxygen species. Nat Med 18: 1693–1698.2308647810.1038/nm.2960PMC3738873

[87] KingB, TrimarchiT, ReavieL, XuL, MullendersJ, et al (2013) The ubiquitin ligase FBXW7 modulates leukemia-initiating cell activity by regulating MYC stability. Cell 153: 1552–1566.2379118210.1016/j.cell.2013.05.041PMC4146439

[88] MaillardI, KochU, DumortierA, ShestovaO, XuL, et al (2008) Canonical notch signaling is dispensable for the maintenance of adult hematopoietic stem cells. Cell Stem Cell 2: 356–366.1839775510.1016/j.stem.2008.02.011PMC3717373

[89] YuanJS, KousisPC, SulimanS, VisanI, GuidosCJ (2010) Functions of notch signaling in the immune system: consensus and controversies. Annu Rev Immunol 28: 343–365.2019280710.1146/annurev.immunol.021908.132719

[90] PhelanJD, SabaI, ZengH, KosanC, MesserMS, et al (2013) Growth factor independent-1 maintains Notch1-dependent transcriptional programming of lymphoid precursors. PLoS Genet 9: e1003713.2406894210.1371/journal.pgen.1003713PMC3772063

[91] TzonevaG, FerrandoAA (2012) Recent advances on NOTCH signaling in T-ALL. Curr Top Microbiol Immunol 360: 163–182.2267374610.1007/82_2012_232

[92] De ObaldiaME, BellJJ, WangX, HarlyC, Yashiro-OhtaniY, et al (2013) T cell development requires constraint of the myeloid regulator C/EBP-alpha by the Notch target and transcriptional repressor Hes1. Nat Immunol 14: 1277–1284.2418561610.1038/ni.2760PMC4038953

[93] LaurentiE, Varnum-FinneyB, WilsonA, FerreroI, Blanco-BoseWE, et al (2008) Hematopoietic stem cell function and survival depend on c-Myc and N-Myc activity. Cell Stem Cell 3: 611–624.1904177810.1016/j.stem.2008.09.005PMC2635113

[94] BaenaE, OrtizM, MartinezAC, de AlboranIM (2007) c-Myc is essential for hematopoietic stem cell differentiation and regulates Lin(-)Sca-1(+)c-Kit(-) cell generation through p21. Exp Hematol 35: 1333–1343.1763749710.1016/j.exphem.2007.05.015

[95] WilsonA, MurphyMJ, OskarssonT, KaloulisK, BettessMD, et al (2004) c-Myc controls the balance between hematopoietic stem cell self-renewal and differentiation. Genes Dev 18: 2747–2763.1554563210.1101/gad.313104PMC528895

[96] ReavieL, Della GattaG, CrusioK, Aranda-OrgillesB, BuckleySM, et al (2010) Regulation of hematopoietic stem cell differentiation by a single ubiquitin ligase-substrate complex. Nat Immunol 11: 207–215.2008184810.1038/ni.1839PMC2825759

[97] O'NeilJ, GrimJ, StrackP, RaoS, TibbittsD, et al (2007) FBW7 mutations in leukemic cells mediate NOTCH pathway activation and resistance to gamma-secretase inhibitors. J Exp Med 204: 1813–1824.1764640910.1084/jem.20070876PMC2118656

[98] NakagawaM, TakizawaN, NaritaM, IchisakaT, YamanakaS (2010) Promotion of direct reprogramming by transformation-deficient Myc. Proc Natl Acad Sci U S A 107: 14152–14157.2066076410.1073/pnas.1009374107PMC2922531

[99] RoderickJE, TesellJ, ShultzLD, BrehmMA, GreinerDL, et al (2014) c-Myc inhibition prevents leukemia initiation in mice and impairs the growth of relapsed and induction failure pediatric T-ALL cells. Blood 123: 1040–1050.2439466310.1182/blood-2013-08-522698PMC3924926

[100] LoosveldM, CastellanoR, GonS, GoubardA, CrouzetT, et al (2014) Therapeutic targeting of c-Myc in T-cell acute lymphoblastic leukemia, T-ALL. Oncotarget 5: 3168–3172.2493044010.18632/oncotarget.1873PMC4102800

[101] SmithLJ, CurtisJE, MessnerHA, SennJS, FurthmayrH, et al (1983) Lineage infidelity in acute leukemia. Blood 61: 1138–1145.6404327

[102] IschenkoI, ZhiJ, MollUM, NemajerovaA, PetrenkoO (2013) Direct reprogramming by oncogenic Ras and Myc. Proc Natl Acad Sci U S A 110: 3937–3942.2343115810.1073/pnas.1219592110PMC3593888

[103] ChiuPP, JiangH, DickJE (2010) Leukemia-initiating cells in human T-lymphoblastic leukemia exhibit glucocorticoid resistance. Blood 116: 5268–5279.2081092610.1182/blood-2010-06-292300

[104] SoulierJ, ClappierE, CayuelaJM, RegnaultA, Garcia-PeydroM, et al (2005) HOXA genes are included in genetic and biologic networks defining human acute T-cell leukemia (T-ALL). Blood 106: 274–286.1577462110.1182/blood-2004-10-3900

[105] SimonC, ChagraouiJ, KroslJ, GendronP, WilhelmB, et al (2012) A key role for EZH2 and associated genes in mouse and human adult T-cell acute leukemia. Genes Dev 26: 651–656.2243150910.1101/gad.186411.111PMC3323876

[106] NagelS, VenturiniL, MeyerC, KaufmannM, ScherrM, et al (2010) Multiple mechanisms induce ectopic expression of LYL1 in subsets of T-ALL cell lines. Leuk Res 34: 521–528.1960827310.1016/j.leukres.2009.06.020

[107] ZhuangY, KimCG, BartelmezS, ChengP, GroudineM, et al (1992) Helix-loop-helix transcription factors E12 and E47 are not essential for skeletal or cardiac myogenesis, erythropoiesis, chondrogenesis, or neurogenesis. Proc Natl Acad Sci U S A 89: 12132–12136.146545010.1073/pnas.89.24.12132PMC50712

[108] MalissenM, GilletA, ArdouinL, BouvierG, TrucyJ, et al (1995) Altered T cell development in mice with a targeted mutation of the CD3-epsilon gene. EMBO J 14: 4641–4653.758859410.1002/j.1460-2075.1995.tb00146.xPMC394561

[109] ZhumabekovT, CorbellaP, TolainiM, KioussisD (1995) Improved version of a human CD2 minigene based vector for T cell-specific expression in transgenic mice. J Immunol Methods 185: 133–140.766589510.1016/0022-1759(95)00124-s

[110] GreavesDR, WilsonFD, LangG, KioussisD (1989) Human CD2 3'-flanking sequences confer high-level, T cell-specific, position-independent gene expression in transgenic mice. Cell 56: 979–986.256431710.1016/0092-8674(89)90631-4

[111] HarrisonDE, JordanCT, ZhongRK, AstleCM (1993) Primitive hemopoietic stem cells: direct assay of most productive populations by competitive repopulation with simple binomial, correlation and covariance calculations. Exp Hematol 21: 206–219.8425559

[112] EmaH, NakauchiH (2000) Expansion of hematopoietic stem cells in the developing liver of a mouse embryo. Blood 95: 2284–2288.10733497

[113] TanigawaT, ElwoodN, MetcalfD, CaryD, DeLucaE, et al (1993) The SCL gene product is regulated by and differentially regulates cytokine responses during myeloid leukemic cell differentiation. Proc Natl Acad Sci U S A 90: 7864–7868.835609610.1073/pnas.90.16.7864PMC47243

[114] TrickettA, KwanYL (2003) T cell stimulation and expansion using anti-CD3/CD28 beads. J Immunol Methods 275: 251–255.1266768810.1016/s0022-1759(03)00010-3

[115] GautierL, CopeL, BolstadBM, IrizarryRA (2004) affy—analysis of Affymetrix GeneChip data at the probe level. Bioinformatics 20: 307–315.1496045610.1093/bioinformatics/btg405

[116] BreitlingR, ArmengaudP, AmtmannA, HerzykP (2004) Rank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experiments. FEBS Lett 573: 83–92.1532798010.1016/j.febslet.2004.07.055

[117] Salmon-DivonM, DvingeH, TammojaK, BertoneP (2010) PeakAnalyzer: genome-wide annotation of chromatin binding and modification loci. BMC Bioinformatics 11: 415.2069105310.1186/1471-2105-11-415PMC2923140

[118] TremblayM, HerblotS, LecuyerE, HoangT (2003) Regulation of pT alpha gene expression by a dosage of E2A, HEB, and SCL. J Biol Chem 278: 12680–12687.1256646210.1074/jbc.M209870200

[119] LacombeJ, KroslG, TremblayM, GerbyB, MartinR, et al (2013) Genetic interaction between Kit and Scl. Blood 122: 1150–1161.2383655910.1182/blood-2011-01-331819PMC3952531

[120] LachmannA, XuH, KrishnanJ, BergerSI, MazloomAR, et al (2010) ChEA: transcription factor regulation inferred from integrating genome-wide ChIP-X experiments. Bioinformatics 26: 2438–2444.2070969310.1093/bioinformatics/btq466PMC2944209

# Supplementary material for: SCL, LMO1 and Notch1 Reprogram Thymocytes into Self-Renewing Cells
**Source:** PLoS Genet. 2014 Dec 18;10(12):e1004768. doi: 10.1371/journal.pgen.1004768
**Supplement:** S1 Protocol — Additional details for clonality analysis, co-immunoprecipitation, luciferase assays and Notch1 sequencing are provided in S1 Protocol.

**Supplemental Experimental procedures**

Clonality analysis

Genomic DNA from pre-leukemic cells was extracted using the DNAzol Reagent (10503-027, Invitrogen, Burlington, Ontario, Canada), followed by ethanol precipitation. *Tcrβ* gene rearrangements (Vβ5Jβ2 and Vβ8Jβ2) were determined by PCR amplification [[40](#_ENREF_40)]. Primer sequences are listed in Table S5.

Co-Immunoprecipitation assays

293 cell nuclear extracts were incubated overnight at 4 °C with 3 μg of antibody in 1 mL of IP buffer (20 mM Tris-HCl (pH 8.0), 137 mM NaCl, 1% Nonidet P-40, 10% glycerol, 1 mM EDTA). Protein complexes were precipitated by adding appropriately conjugated Pansorbin cells (Calbiochem, Etobicoke, Ontario, Canada) for 30–120 min at 4 °C, washed 3 times with 1 ml of IP buffer, and subjected to SDS-PAGE. After transfer on PVDF membranes, proteins were visualized by immunoblotting (IB) using ECL plus (GE Healthcare; Burnaby, British Columbia, Canada). The mouse anti-E47 (YAE) was from Santa Cruz Biotechnology Inc (Santa Cruz, California, United States). The rabbit anti-LMO1 (A300-314-A) was from Bethyl Laboratories (Cedarlane Laboratories, Burlington, Ontario, Canada). The BTL-73 mouse anti-human SCL was provided by D. Mathieu-Mahul.

Luciferase assays

The *Gypa-84* [[124](#_ENREF_124)] or *Lyl1* [[125](#_ENREF_125)] promoters (1500 ng) were transfected in NIH 3T3 cells with expression vectors for E47 (150 ng), LMO2 (750 ng), Ldb-1 (750 ng) and GATA-1 (150 ng), and the indicated amounts of SCL vectors (150 ng) as previously described [[58](#_ENREF_58)]. Calcium phosphate was used to transfect NIH 3T3 cells 24 h after plating at 30,000 cells per milliliter. The amount of reporter was kept at 1.5 μg per well, and 100 ng cytomegalovirus-βgal (CMV-βgal) was added as an internal control. Total DNA was kept constant at 4.5 μg per well with pGem4. Luciferase and βgal activities were assayed after 48 h. For all transfections, results are shown as the mean ± SD of replicate determinations of 2 or more independent experiments. The AD10.1 immature T cell line (CD3^-^CD4^-^CD8^-^) was electroporated with the following plasmids: *Ptcra* enhancer element [[121](#_ENREF_121)], and the MSCV empty vector, MSCV-SCL expressing vector or SCLm13 mutant. Results are expressed as luciferase activity relative to the minimal TATA promoter and represent the average ± S.D. of replicate determinations and are representative of 3 independent experiments. Luciferase reporter activities were normalized to that of an internal control (CMV-βgal).

*Notch1* sequencing

Amplification of Notch1 exons 26, 27, and 34 from genomic DNA of *SCL*^tg^*LMO1*^tg^ and *Notch1*^tg^ *SCL*^tg^*LMO1*^tg^ pre-leukemic thymocytes before and after transplantation was performed by PCR. *SCL*^tg^*LMO1*^tg^ leukemic cells were a positive control. Amplification products were sequenced in both directions. Primer sequences are shown in Table S5. Residues are numbered according to their location in Notch1 sequence (Ensembl sequence ENSMUSG00000026923).

How the deposited data were processed for this re-analysis (not part of the article)

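Expression was measured in thymocytes of 3-week-old *Cd3ε-/-* mice on 6 Affymetrix mouse arrays, 3 labelled *SCL-LMO1* and 3 labelled control. The deposited values are 1 log2 number per probe set and array, made by the authors with RMA of the affy package (versions not stated), for 22690 probe sets. Values range from 2.36 to 14.12. The authors then removed probe sets called absent by MAS5 in both conditions and applied Rank Products. The deposited values still hold all probe sets, and the absent calls cannot be repeated from them. The sources do not say whether the 3 arrays of a group came from separate animals, and the number of arrays limits the precision of each value.

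The platform annotation names 1 gene for 20393 probe sets, several for 691 and none for 1606, and 64 probe sets are Affymetrix controls. Of the probe sets with 1 gene, 20364 matched the RefSeq annotation by gene number, and 0 symbols were updated. Probe sets were kept where at least 3 of the 6 arrays lay at or above that array's 40th percentile, without regard to the groups, which left 13776 probe sets. Each gene was read by its probe set with the highest mean over all arrays, which left 8693 of 12393 genes.

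Groups were compared with limma 3.58.1 in R 4.3.3, with no covariate, at a Benjamini-Hochberg adjusted p under 0.05, for genes and for probe sets. Rank products were computed over the 9 pairwise differences with 100 permutations, at a percentage of false positives under 0.1 and under 0.01. Both thresholds were used because the title of S3 Table gives the lower one while its values reach nearly the higher one. Lists of at least 5 measured genes were tested with camera at a preset correlation of 0.01, both directions, adjusted over the 33 lists tested. The tools were tested on simulated data with 13776 probe sets of 3 against 3 arrays. Of simulated log2 changes of 0.5, 1 and 2, limma found 10.5%, 86.6% and 98.5% and rank products 5.97%, 91.0% and 98.5%, with 7 and 17 false calls. These percentages hold for the simulated spread alone. In the arrays *Ngp*, with a log2 difference of 1.76, did not pass limma (adjusted p = 0.207), while *Slc5a9*, with 1.03, did (adjusted p = 0.0222).

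The lists were presumed SCL and LMO2 targets of Fig. 4C, SCL-bound genes of the study's down-regulated list, E protein targets of Fig. 5C, genes of hematopoietic stem and progenitor cells, T-lineage commitment, double and single positive thymocytes, E protein dependence, Id and E proteins, canonical Notch targets, DNA replication, mitosis, p53 targets, interferon response, MHC class I, cholesterol synthesis, and markers of neutrophils, of eosinophils, basophils and mast cells, of erythroid cells, of B cells, of macrophages and dendritic cells, of NK and innate lymphoid cells, of γδ T cells, and of thymic epithelium, fibroblasts and endothelium, with the NOTCH1-bound and MYC-bound genes of S2 Table by transition. Lists of genes bound by LYL1, its partners and E2A in the paper's enrichment analysis are not used here.

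The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, apart from 1 alternative, a block for the hybridization sets. By that rule the text names genes that the paper names for these arrays, the 10 genes with the largest rise and the 10 with the largest fall among those passing limma without overlap, filled up by rank products, and up to 4 members of each list with the largest difference. *Xist*, *Eif2s3y*, *Lyz1*, *Anxa1*, *Il1b*, *Cxcr2*, *Elane*, *Csf3r* and *Mmp8* lie outside the rule and were chosen after their values were seen. Values of S3 Table had been seen when the rule was written.

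Alternatives were no filter and a filter at the 60th percentile, quantile normalization of the arrays once more, arrays centred on their medians, a trend and robust variance model, array weights, the replicate number as a block, each array left out in turn, the mean of a gene's probe sets, an adjusted p under 0.1, camera with an estimated correlation, fry, preranked enrichment with fgsea 1.28.0, and rank products of same-numbered pairs. Residual correlations of same-numbered arrays were −0.64, 0.01 and −0.38, so the numbers were not taken as pairs. The test fry asks for a change in a list itself, where camera compares the list with all other genes. A call said to be lost by fry is one whose list did not pass this other test. A call lost with an estimated correlation need not mean that the members were more correlated than the preset 0.01. The estimate was −0.0308 for the stem and progenitor list and −0.0132 for the Id and E protein list. Quality of RNA was compared with exact permutation tests.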

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

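The tests of exchanged labels, of a turned table, of hybridization, of RNA integrity, of both neutrophil explanations and of other splits of the arrays were chosen only after the result was seen.

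*Lmo1*, which the paper does not report for these arrays, was lower in the arrays labelled *SCL-LMO1*, with a log2 difference of −1.74 and no overlap between the groups, and the measured genes of S3 Table lay opposite to the table. The tables argue against a wrong label given to some arrays alone after the study's own analysis, since the other splits of the arrays matched 0 of the table's fold changes. They cannot test one given before it, since the study made the table from these arrays and would have obtained the same matches. An exchange of all labels between the groups may account for the direction, since 72 of 74 fold changes matched within 0.001 with the sign turned. Correct labels with a table turned by the study would give the same matches. These values cannot tell this from exchanged labels, because whether the *Lmo1* probe set (−1.74) reads the transgene is not given. If it does, *Lmo1* at 5.01 in the arrays labelled *SCL-LMO1* against 6.75 in those labelled control argues against correct labels. The paper's PCR in other thymocytes runs with its table and against the labels. There *Lyl1* was up (Fig. 4E and Fig. 5E), with *Hhex* and *Nfe2* (Fig. 5E), and E protein targets were down (Fig. 5C). This favours exchanged labels without testing these arrays, and no biological explanation was tested.

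The arrays of both labels fell into a high and a low set of 3 along the first principal component, and a split along these sets called 332 genes, against 14 for the labels. This points to a structure of the samples, though not as separate evidence, since the split follows the component. RNA integrity, as the 3′ minus 5′ values read it, is argued against, since the high set lay on both sides of the low set, at 1.48 to 2.86 against 2.26 to 2.54 for *Actb* (mean difference −0.0903) and 2.38 to 3.51 against 3.10 to 3.17 for *Gapdh* (−0.161). Hybridization or labelling of the arrays cannot be told apart from other differences between the samples: 0 arrays were out of place between the component and the bacterial hybridization controls, but the sets were defined from these controls once this had been seen. The signal range of the arrays cannot be told apart either, since 25 genes were still called along the sets after quantile normalization, against 332 before it and at most 1 in the remaining splits. With the set as a block, 28 genes passed between the labels, including the 14, and no biological explanation was tested.

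Neutrophil genes were higher as a list in the arrays labelled *SCL-LMO1*, with a median of 0.57 over 20 measured members (camera adjusted p = 7.3e-08; adjusted p = 0.245 with an estimated correlation). A lower share of thymocytes, with all other cell types higher, is argued against, since the neutrophil mean rose over the B cell mean by 0.911 (SE 0.239, exact permutation p = 0.1, the smallest that 3 against 3 allow). Of the 20 members 15 had positive differences, and *Il1b*, *Cxcr2*, *Elane*, *Csf3r* and *Mmp8*, at means of 5.45 to 6.97, differed by −0.26 to −0.02. By fry the list did not pass (adjusted p = 0.137). A different share of neutrophils may account for the rise, but the test run cannot decide it. The members moved together between arrays of 1 label, with a residual correlation of 0.4003, against a 95th percentile of 0.0836 over 1000 lists of random genes. Lists that name no cell type also lay above it, with 0.2915 for interferon-stimulated and 0.1727 for mitosis genes, though cholesterol synthesis genes did not (0.0560). The correlation thus cannot tell a share of cells from genes regulated together. The most abundant genes of the neutrophil list stood at 9.82 against 8.76 (*Lyz1*), 10.01 against 8.24 (*Ngp*) and 8.00 against 7.34 (*Anxa1*). Of its members, 1 is in another list and 6 are in S3 Table. No sort that would remove neutrophils is described for these arrays. A change of these genes within thymocytes was not tested.

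The other lists below, which the paper does not report as lists for these arrays, were called by camera and lost their calls with an estimated correlation, where the lowest adjusted p = 0.165. Some of their genes are in S3 Table, which the study chose on these arrays, with 4 in DNA replication, 2 in mitosis, 3 in the interferon list, 2 in cholesterol synthesis, and 1 each in the erythroid and the B cell list, and the paper names *Cdc6* and *Slc4a1* of these. By fry, which tests a list against no change, DNA replication, mitosis and double and single positive thymocytes passed, and the other lists did not. Median log2 differences were 0.50 for DNA replication, 0.60 for mitosis and 0.23 for cholesterol synthesis genes. They were −0.28 for interferon-stimulated genes and −0.18 for genes of double and single positive thymocytes. Among other cell types they were 0.32 for erythroid and −0.14 for B cell genes. NOTCH1-bound genes of the ETP to DN2 transition had a median of 0.34. Medians of MYC-bound genes were 0.18 for ETP to DN2, 0.22 for DN3a to DN3b, −0.10 for DN4 to DP and 0.14 for all transitions.

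With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The labels gave 14 genes by limma, where 2 of the 10 splits, the labelled one included, gave as many and the highest other gave 332. For probe sets these numbers were 14, 2 and 538. In the other counts the labelled split was the 1 split of 10 with a result as large, with 85 genes by rank products under 0.1 against at most 78, 25 under 0.01 against 4, 13 genes of S3 Table against 0, and 17 lists against 15. The study chose the genes of S3 Table on the labelled split, so that count was fixed by the choice and tests nothing.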

How the results depend on the processing

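The block for the hybridization sets was chosen only after the result was seen.

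The cause was not tested for any change given here. Under the alternatives, values of single genes kept their direction and their side of the threshold in 979 cases, lost a call in 35, gained one in 62 and turned direction in 10; for gene lists these numbers were 493, 48, 25 and 26. Values that turned direction were past no threshold on either side. Calls of 7 of the 14 genes and of all 17 lists were lost under at least 1 alternative. Simulated log2 changes of 0.5 were found in 10.5% of cases, so changes of that size are mostly missed with 3 arrays per group.

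Genes passing limma numbered 31 after quantile normalization, 547 (420 higher and 127 lower) with array weights, 9 with a replicate block, 33 at an adjusted p under 0.1 and 28 with the hybridization block, against 14. Genes of S3 Table passing numbered 27, 60, 8 and 23 under the same settings except the threshold, against 13. Passing probe sets numbered 18 after quantile normalization, 360 with array weights, 8 with a replicate block, 19 at 0.1 and 20 with the hybridization block, against 14. Rank products gave 146 and 38 genes without a filter and 45 and 15 from same-numbered pairs (a replicate block), against 85 and 25. Lists called numbered 0 with an estimated correlation and 6 by fry, against 17.

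Leaving out 1 array, genes passing limma ranged from 7 without control replicate 2 to 27 without control replicate 1, genes of S3 Table from 6 to 16 and probe sets from 7, without *SCL-LMO1* replicate 2, to 20, without control replicate 1. Rank products ranged from 36, without *SCL-LMO1* replicate 2, to 91, and from 12, without *SCL-LMO1* replicate 3, to 24. Under 0.1 they were mostly higher without a control array (78 higher and 13 lower, 51 and 14, and 59 and 25) and mostly lower without an *SCL-LMO1* array (16 and 45, 12 and 24, and 11 and 41). Lists called ranged from 13 to 19.

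Log2 differences turned to −0.0771 for *Cd3e* and −0.0236 for *Myc* after quantile normalization, 0.0098 for *Actb* with median centring, 0.0889 for *Tcf3* with array weights and −0.100 for *Notch1* with the hybridization block. With 1 array left out they ranged from −0.184 to 0.0389 for *Actb*, −0.0045 to 0.404 for *Notch1* and −0.195 to 0.0838 for *Tcf3*. Lists that turned had adjusted p values of 0.757 without a filter and 0.557 with array weights (γδ T cells), 0.156 with array weights and 0.478 by fgsea (NK cells), 0.659 with array weights and 0.997 by fry (MYC-bound, DN2 to DN3a), 0.896 after quantile normalization and 0.720 with the hybridization block (MYC-bound, DN3b to DN4), and 0.968 by fgsea (macrophages). With the hybridization block they were 0.688 for thymic epithelium, fibroblasts and endothelium and 0.896 for NOTCH1-bound genes of all transitions. With 1 array left out the adjusted p ranged from 0.663 to 0.864 for γδ T cells, 0.200 to 0.949 for NK cells, 0.357 to 0.929 and 0.473 to 0.949 for those MYC-bound lists, 0.0250 to 0.897 for macrophages, 0.0262 to 0.973 for thymic epithelium, fibroblasts and endothelium, and 0.537 to 0.997 for NOTCH1-bound genes of all transitions.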

Differences from the paper's values

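A value is taken to differ where it is more than 1.5 times the other and, for a fold change, also beyond the replicate SD. No test given here was chosen only after the result was seen, apart from the turned direction, in which the counts and folds beside the paper's are given: the arrays labelled control over those labelled *SCL-LMO1*.

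The paper gives 53 up-regulated and 33 down-regulated genes, for which the title of S3 Table states a probability of false positive under 0.01. In the turned direction, rank products gave 10 and 15 genes under 0.01. For the up-regulated genes all alternatives set before the data were examined differed as well, at 5 to 16 genes, and for the down-regulated genes all but the one without a filter on low values, which gave 22 and so lay within 1.5 times the paper's count. At a threshold of 0.1, which the highest value in the paper's table (0.0987) meets, the counts were 48 and 37. Of the paper's own genes, 9 up and 10 down have a value under 0.01 in its table.

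For *Actb*, S3 Table gives a fold change of 2.16701 and the most abundant probe set gave 1.027 in the turned direction. With the mean of a gene's probe sets the value was 1.492, still below the paper's but within 1.5 times of it, while the other alternatives left it further away. The other probe set of *Actb* matched the paper's fold change with the sign turned. Of the 72 fold changes of S3 Table set beside the paper's in that direction, 70 lay within 1.5 times the paper's, and *Slc4a1*, at 0.477 against the paper's 0.268643, was further away but within the replicate SD.

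As labelled, the direction was opposite to the paper's for the genes given here. The paper reports *Lyl1*, *Hhex*, *Nfe2* and the other presumed targets of Fig. 4C as up-regulated by *SCL-LMO1*, where all 9 had a lower mean in the arrays labelled *SCL-LMO1* (*Lyl1* −1.22, *Nfe2* −1.44, *Hhex* −1.03). It reports *Cdc6*, *Cdkn1a* and *Slc4a1* as down-regulated, where the differences were 1.06, 1.14 and 1.07. In Fig. 5C it shows lower expression of *Ptcra*, *Il7r*, *Cdkn1a* and *Rag2* by PCR in other thymocytes, where all 4 were higher here (*Ptcra* 1.28). The paper states that presumed E2A targets were not enriched, and another list, of E protein dependent genes, was called here by camera (adjusted p = 3.1e-05; adjusted p = 0.208 with an estimated correlation), with 5 of its 22 members in S3 Table. The paper reports no enrichment of NOTCH1-bound genes. Here the canonical Notch targets were not called by camera, though they were by preranked enrichment (adjusted p = 0.0333) and without a filter (adjusted p = 0.0276). NOTCH1-bound genes of the ETP to DN2 transition were called higher by camera (adjusted p = 0.0158, or 0.222 with an estimated correlation). Those of all transitions were not called (adjusted p = 0.792).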

Other observations

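No hypothesis is tested in this part, and the block for the hybridization sets was chosen only after the result was seen.

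Cell cycle genes were higher as lists in the arrays labelled *SCL-LMO1*, although no single member passed limma over all genes with no covariate. With an estimated correlation the call of either list was lost (adjusted p = 0.165 for each). Genes of DNA replication had positive differences in 48 of 50 measured members (23 higher when adjusted over the list alone, 31 at an unadjusted p under 0.05 and 3 by rank products). *Prim1*, a primase subunit, differed by 0.88 (SE 0.14, adjusted p = 0.0598), *Rfc4*, of the clamp loader, by 1.08 (SE 0.18, adjusted p = 0.0724) and the helicase gene *Hells* by 1.24 (SE 0.39, adjusted p = 0.371). Genes of mitosis had positive differences in 42 of 43 (31 higher when adjusted over the list alone, 33 unadjusted and 2 by rank products), with 0.91 for the proliferation marker *Mki67* (SE 0.21, adjusted p = 0.188) and 1.15 for the importin gene *Kpna2* (SE 0.29, adjusted p = 0.229). With the hybridization block *Prim1* (adjusted p = 0.0373, over a range of 0.00362 to 0.357) and *Rfc4* (adjusted p = 0.0491, over a range of 0.00359 to 0.372) passed. *Rfc4* also passed after quantile normalization (adjusted p = 0.0461) and without control replicate 1 (adjusted p = 0.0219), and with array weights all 5 of these genes passed. The lists had camera adjusted p values of 1.8e-20 and 1.4e-24. List means differed by 0.43 and 0.42 (replication) and 0.61 and 0.43 (mitosis) in the low and high hybridization sets. MYC-bound genes of S2 Table were higher for ETP to DN2 (190 of 246 positive, 1 gene higher over all and 24 when adjusted over the list alone, adjusted p = 7.1e-11; adjusted p = 0.179 with an estimated correlation), for DN3a to DN3b (596 of 710 positive, adjusted p = 3.1e-17; adjusted p = 0.208 with an estimated correlation) and over all transitions (755 of 1061 positive, adjusted p = 6.0e-08; adjusted p = 0.208 with an estimated correlation). Those of DN4 to DP were lower (87 of 134 negative, adjusted p = 0.0274; adjusted p = 0.347 with an estimated correlation), a call lost without *SCL-LMO1* replicate 3 (mean difference −0.03 against −0.05) or control replicate 1 or 3, at adjusted p values up to 0.0798, with the stricter filter (adjusted p = 0.0873), quantile normalization (adjusted p = 0.0694) or array weights (adjusted p = 0.101) and by fry (adjusted p = 0.163), over a range of 0.0190 to 0.347. Those of DN2 to DN3a (median −0.01, mean 0.02, tested as lower, adjusted p = 0.714) and DN3b to DN4 (adjusted p = 0.819) were not called, nor were NOTCH1-bound genes of DN2 to DN3a (adjusted p = 0.326), DN3a to DN3b (0.473), DN3b to DN4 (0.110) or DN4 to DP (0.0919). The DN3b to DN4 list of NOTCH1-bound genes was called lower with the hybridization block (adjusted p = 0.00614), without *SCL-LMO1* replicate 3 (adjusted p = 0.0222), without control replicate 3 (adjusted p = 0.0354) and by fgsea (adjusted p = 0.0408), over a range of 0.00614 to 0.515. That of DN4 to DP was called lower without *SCL-LMO1* replicate 1 (adjusted p = 0.0481) and with array weights (adjusted p = 0.0359), over a range of 0.0359 to 0.356.

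Interferon-stimulated genes had negative differences in 36 of 38 members (8 lower at an unadjusted p under 0.05 and 2 by rank products, though none by limma over all genes or over the list alone; camera adjusted p = 6.0e-08; adjusted p = 0.272 with an estimated correlation). *Irf7*, a regulator of the response, differed by −0.75 (SE 0.23, adjusted p = 0.346), and *Ifit3* by −0.81 (SE 0.57, adjusted p = 0.643), with 8.72 in control replicate 3 against 6.01 and 6.55 in the other two arrays labelled control. *Irf7* passed with array weights. The list mean differed by −0.31, and by −0.14 without control replicate 3, where it stood at 8.18 against 7.63 and 7.71 in control replicates 1 and 2; the list was still called (adjusted p = 0.00145, over a range of 1.9e-11 to 0.272). It was −0.12 in the low and −0.39 in the high hybridization set. Genes of cholesterol synthesis were higher as a list of 20 (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00581; adjusted p = 0.222 with an estimated correlation). *Hmgcs1*, an early enzyme of the pathway, differed by 0.84 (SE 0.21, adjusted p = 0.215) and the fatty acid elongase gene *Elovl6* by −0.83 (SE 0.14, adjusted p = 0.0724). *Elovl6* passed with the hybridization block (adjusted p = 0.0418), after quantile normalization (adjusted p = 0.0320) and with array weights (adjusted p = 0.0127), over a range of 0.0127 to 0.372, and *Hmgcs1* with array weights. The call of the list was lost without control replicate 1 (adjusted p = 0.0512), with the stricter filter (adjusted p = 0.115) and by fry (adjusted p = 0.117), over a range of 2.3e-04 to 0.222. MHC class I genes (11 members, adjusted p = 0.0613) and p53 targets (16 members, 1 higher when adjusted over the list alone, adjusted p = 0.151) were not called. The MHC class I list was called lower under 6 of 18 alternatives, among them without control replicate 3 (adjusted p = 0.00172), without *SCL-LMO1* replicate 3 (adjusted p = 0.0161) and with the hybridization block (adjusted p = 0.0122), over a range of 0.00172 to 0.269.

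Among other cell types, the largest differences of neutrophil genes were 2.09 for *S100a8* (SE 0.34, adjusted p = 0.0598) and 1.76 for *Ngp* (SE 0.42, adjusted p = 0.207), and none of 20 members passed limma over all genes, against 11 when adjusted over the list alone, 11 at an unadjusted p under 0.05 and 7 by rank products. *S100a8* passed under 6 of 15 alternatives, with the hybridization block (adjusted p = 0.0373), the replicate block (adjusted p = 0.0310), quantile normalization, the trend and robust model, array weights and without *SCL-LMO1* replicate 2, over a range of 0.0258 to 0.220. *S100a9*, at 1.54 (SE 0.30, adjusted p = 0.113), passed with the hybridization block (adjusted p = 0.0341) and array weights, over a range of 0.0341 to 0.535. Neutrophil list means differed by 1.02 in the low and 0.58 in the high hybridization set. B cell genes were lower as a list of 13 (2 lower when adjusted over the list alone, camera adjusted p = 0.0158; adjusted p = 0.356 with an estimated correlation), with −0.64 for *Cd79a* (SE 0.14, adjusted p = 0.164) and −0.77 for *Ms4a1* (SE 0.22, adjusted p = 0.299). Both passed with array weights. The list lost its call without control replicate 2 (adjusted p = 0.112), with the stricter filter (adjusted p = 0.0666) and by fry (adjusted p = 0.213), over a range of 0.00175 to 0.356. Genes of macrophages and dendritic cells (26 members, median −0.09, mean 0.00, tested as lower, adjusted p = 0.532), NK and innate lymphoid cells (20 members, adjusted p = 0.819), γδ T cells (6 members, median −0.02, mean 0.02, tested as higher, adjusted p = 0.990) and thymic epithelium, fibroblasts and endothelium (30 members, adjusted p = 0.354) were not called. Without control replicate 3 the macrophage list was called (adjusted p = 0.0250) and without *SCL-LMO1* replicate 1 the epithelial list (adjusted p = 0.0262), as both were with array weights, while leaving out 1 array took them up to 0.897 and 0.973.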
